# Genome-Wide Expression Profiling and Phenotypic Analysis of Downstream Targets Identify the Fox Transcription Factor Jumeau as a Master Regulator of Cardiac Progenitor Cell Division

**DOI:** 10.3390/ijms252312933

**Published:** 2024-12-01

**Authors:** M. Rezaul Hasan, Andrew J. Kump, Evelyn C. Stepaniak, Manoj Panta, Kuncha Shashidhar, Rajnandani Katariya, Mofazzal K. Sabbir, Kristopher R. Schwab, Mark H. Inlow, Ye Chen, Shaad M. Ahmad

**Keywords:** Fox transcription factors, Forkhead box transcription factors, RNA-seq, ChIP-seq, genome-wide transcription expression profiling, transcriptional regulation, cardiac progenitor cell division, heart development and disease, cardiogenesis, *Drosophila*

## Abstract

Forkhead box (Fox) transcription factors (TFs) mediate multiple conserved cardiogenic processes in both mammals and *Drosophila*. Our prior work identified the roles of two *Drosophila* Fox genes, *jumeau* (*jumu*) and *Checkpoint suppressor 1-like* (*CHES-1-like*), in cardiac progenitor cell specification and division, and in the proper positioning of cardiac cell subtypes. Fox TF binding sites are also significantly enriched in the enhancers of genes expressed in the heart, suggesting that these genes may play a core regulatory role in one or more of these cardiogenic processes. We identified downstream targets of Jumu by comparing transcriptional expression profiles of flow cytometry-sorted mesodermal cells from wild-type embryos and embryos completely lacking the *jumu* gene and found that genes with functional annotation and ontological features suggesting roles in cell division were overrepresented among Jumu targets. Phenotypic analysis of a subset of these targets identified 21 *jumu*-regulated genes that mediate cardiac progenitor cell division, one of which, *Retinal Homeobox* (*Rx*), was characterized in more detail. Finally, the observation that many of these 21 genes and/or their orthologs exhibit genetic or physical interactions among themselves indicates that Jumu is a master regulator acting as a hub of a cardiac progenitor cell division-mediating network.

## 1. Introduction

Cardiogenesis involves the integration of multiple developmental processes regulated both spatially and temporally by a complex network of genes and signaling pathways. Pivotal to this regulatory network are the Forkhead box (Fox) transcription factors (TFs), proteins characterized by their conserved “forkhead” or “winged-helix” DNA-binding domain [1,2]: at least eight Fox TF-encoding genes (*Foxa2*, *Foxc1*, *Foxc2*, *Foxh1*, *Foxm1*, *Foxo1*, *Foxp1*, and *Foxp4*) are required for proper cardiac development in vertebrates [3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18], while mutations in four Fox genes (*FOXC1*, *FOXC2*, *FOXH1*, and *FOXP1*) are associated with human congenital heart defects [19,20,21,22,23,24,25,26]. Despite their obvious importance, however, relatively little is known about the downstream targets and molecular pathways utilized by these Fox TFs to bring about embryonic heart development [27].

Given both the amenability of *Drosophila melanogaster* to genetic analysis and the remarkable conservation of genes and molecular processes in heart development between mammals and *Drosophila* [28,29,30,31,32,33,34], we have been using the latter to study the cardiogenic roles of the Fox genes. Our prior work identified the conserved roles of two *Drosophila* Fox genes, *jumeau* (*jumu*) and *Checkpoint suppressor 1-like* (*CHES-1-like*) in specifying cardiac progenitor cells, and in bringing about their subsequent division into distinct cardiac cell subtypes. We showed that these two *Drosophila* Fox genes function redundantly to transcriptionally activate *heartless* (*htl*) and *frizzled* (*fz*). Since *htl* and *fz*, respectively, encode receptors of the FGF-signaling and Wnt-signaling pathways that are crucial for specifying cardiac progenitors, the absence of both Fox genes leads to incomplete heart specification [35]. We also demonstrated that both *jumu* and *CHES-1-like* mediate three distinct categories of cardiac progenitor cell divisions that determine the correct subtypes and numbers of cells constituting the heart—asymmetric cell divisions, symmetric cell divisions, and cell divisions at an earlier stage that produce the cardiac precursor cells—by regulating the activity of the conserved kinase Polo [36,37,38], a finding which suggested that similar conserved Fox TF-regulated cell division processes may also mediate cardiomyocyte proliferation in mammals [12,39,40]. Furthermore, we found that Fox TF binding sites were significantly overrepresented in known or putative enhancers of multiple genes expressed in the heart [36,41], suggesting that heart development may require additional Fox TF-regulated genes besides *htl*, *fz*, and *polo*. In turn, this raised questions as to what these additional Fox TF-regulated downstream genes might be and which cardiogenic processes they might mediate.

Here, in order to address those questions, we first identified genes regulated by one of the Fox TFs, Jumu, by comparing transcriptional expression profiles of mesodermal cells from wild-type and *jumu* loss-of-function *Drosophila* embryos. Analysis of functional annotation and gene ontology features revealed that genes putatively associated with cell division were disproportionately enriched among those that were transcriptionally activated by Jumu, suggesting a possible role for these *jumu*-activated genes in Fox TF-mediated cardiac progenitor cell division. We confirmed this hypothesis by performing phenotypic analyses of mutant alleles of 21 of these Jumu-activated genes and finding that they did indeed lead to cardiac progenitor cell division defects. As proof of principle, we also performed a more detailed characterization of one of these genes, *Retinal Homeobox* (*Rx*), to identify the specific categories of cardiac progenitor cell divisions this *jumu*-activated gene mediates and to demonstrate that it is actually utilized by *jumu* to bring about these cell divisions. Chromatin immunoprecipitation data were used to order the *jumu*-activated genes based on their likelihood of being directly regulated by Fox TF binding. Notably, most of these 21 target genes or their orthologs exhibit genetic or physical interactions among themselves, suggesting that they define a cardiac progenitor cell division network regulated by Jumu.

## 2. Results

### 2.1. Identification of Genes Regulated by Jumu

While *jumu* has been implicated in the development of multiple organs and systems throughout the life of the fruit fly *Drosophila* [42,43,44,45,46,47,48,49,50], the two known *jumu*-mediated conserved cardiogenic processes in *Drosophila*, cardiac progenitor specification and subsequent cell divisions, occur in a subset of the mesoderm during embryonic stages 11 to 12 [35,36,37,38]. Thus, in order to identify the *jumu*-regulated genes involved in heart development, it was necessary to obtain and compare genome-wide transcriptional expression profiles of mesodermal cells at these stages from wild-type and *jumu* loss-of-function *Drosophila* embryos.

Since *twist* (*twi*) expression is one of the earliest pan-mesodermal markers [51], we used *twi-GAL4* [52] to drive a bright UAS-dicistronic enhanced GFP (*UAS-2EGFP*) [53] to fluorescently mark mesodermal cells for sorting via flow cytometry. One version of our strategy was designed to ensure that only the cells that both lacked *jumu* function and were also mesodermal would express GFP and thus be purified. To achieve this goal, we recombined the *twi-Gal4* construct with a chromosome containing a *jumu* null deficiency, *jumu^Df(3R)Exel6157^* (also known as *Df(3R)Exel6157*) in one strain, and the *UAS-2EGFP* transgene with the same *jumu^Df(3R)Exel6157^* null deficiency in a second strain. 

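In Release 6 of the *Drosophila melanogaster* genome assembly, *jumu* (FBgn0015396) lies on chromosome arm 3R from 10350182 to 10361612 on the plus strand, and its annotated exons cover 3860 bases. No other annotated gene overlaps it. *Rfx* follows from 10361760 to 10378068 on the minus strand, and *cwo* from 10388258 to 10400752 on the plus strand. On the other side of *jumu*, *CG31406* ends at 10350010, and *CG18545*, *CG12592*, *sle*, *CG12818*, *Bruce* and *CG6293* lie farther along, with *CG6293* starting at 10307806. A deficiency removes a stretch of chromosome rather than a single gene. The paper's text does not give the limits of *Df(3R)Exel6157*, and which of these neighbouring genes it removes is not stated there.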

When these two strains are crossed, GFP expression occurs exclusively in mesodermal cells lacking *jumu* function; neither wild-type mesoderm nor *jumu*-deficient nonmesodermal cells show GFP expression in the resulting embryos.

In contrast, to obtain wild-type mesodermal cells, we simply crossed a strain homozygous for both the *twi-GAL4* and the *UAS-2EGFP* transgenes to a wild-type strain; only wild-type mesodermal cells expressed GFP in the resulting embryos.

Embryos from these crosses were aged to stages 11–12 before being gently dissociated to obtain single-cell suspensions. While *jumu* is an essential gene, and its elimination invariably results in lethality, *jumu*-deficient embryos develop and survive to at least stage 16, allowing these procedures to be implemented. Fluorescence-activated cell sorting (FACS) was used to purify GFP-expressing cells from each of these suspensions. Total RNA was isolated from each population of GFP-expressing cells and used to obtain transcriptional expression profiles for both wild-type mesoderm and mesoderm lacking *jumu* function via RNA sequencing (RNA-seq) and subsequent data analysis.

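Gene-level counts were analysed for 4 biological replicates of GFP-sorted wild-type mesodermal cells and 4 of GFP-sorted *jumu* loss-of-function mesodermal cells, from embryos aged for 6–8 h at 25 °C. The authors prepared stranded total RNA libraries, mapped the reads with TopHat2 and deposited whole-number counts for 17476 genes without normalization. The paper's text does not name the tool that counted reads on genes, nor whether the strand was used, so the counts of genes that overlap another gene are treated as uncertain. The total count per sample ranged from 15713045 to 72519855 in wild-type (median 57444921) and from 16513206 to 70847819 in *jumu* loss-of-function (median 52934368). The paper states an average of 28200000 reads per sample, while the mean total count of the 8 samples was 49544063. All values given here use the deposited counts. The 138 annotated ribosomal RNA genes took 21.6% ± 1.10 (SD, n = 4) of the counts in wild-type and 23.8% ± 0.465 (SD, n = 4) in *jumu* loss-of-function. At these depths, 3 counts, taken as the smallest detectable level, corresponded to between 0.0404 and 0.191 CPM (counts scaled to the library size) in a sample.

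Counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test over the 16125 genes with at least 1 count in the 8 samples. The False Discovery Rate (FDR) is the Benjamini-Hochberg adjusted p-value over all genes in the table. As in Section 4.3, the 30% of genes with the lowest average log2 CPM were then excluded, which left 12234 genes. Scaling by library totals in place of TMM factors is the choice that shifted fold changes most, since it moved the median log2 fold change of these genes to −0.18.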

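*jumu* itself was examined first in every sample. Its counts were 8892, 6026, 2085 and 8751 in wild-type replicates 1 to 4, and 1325, 472, 2091 and 1520 in *jumu* loss-of-function replicates 1 to 4. Normalized for library size, *jumu* was at 121 CPM ± 3.46 (SD, n = 4) in wild-type and 29.8 CPM ± 2.01 (SD, n = 4) in *jumu* loss-of-function, which is 24.6% of the wild-type level. The log2 fold change was −2.02 (standard error 0.054, FDR = 6.9e-18 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was −2.20 with library totals. All 4 *jumu* loss-of-function samples lay below all 4 wild-type samples (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). *Rfx*, which follows *jumu* on the chromosome arm, fell from 5.62 CPM ± 0.885 to 0.581 CPM ± 0.305 (SD, n = 4 each). On the other side of *jumu*, 7 genes in a row among those kept by the expression filter, from *CG6293* to *CG31406*, were higher in *jumu* loss-of-function, with log2 fold changes between 1.23 for *sle* and 8.17 for *CG31406*. *Bruce*, one of them, rose from 327 CPM ± 7.23 to 3520 CPM ± 97.8 (SD, n = 4 each). *CG6293* overlaps *CG43143* on the opposite strand, so its counts are uncertain. Beyond *Rfx*, the log2 fold change was 1.74 for *CR44938* (standard error 0.39), which had a mean under 1 CPM in both groups, 0.20 for *cwo* (standard error 0.052) and 0.78 for *Irp-1B* (standard error 0.11). On the same side, it was 0.41 for *mthl11*, 0.083 for *CG6325*, −0.030 for *Rrp46* and −0.35 for *CG6345*, none past the relaxed criteria.

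**Figure D1:**
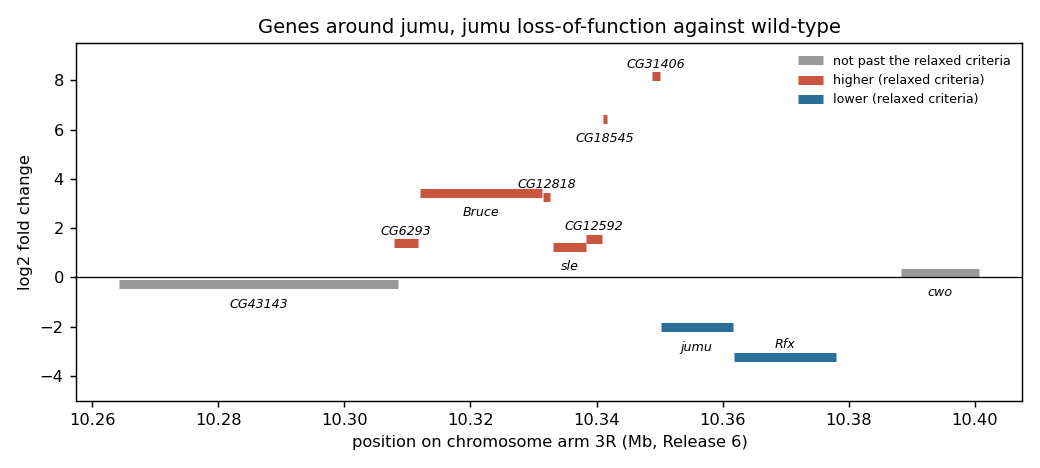
Log2 fold changes (vertical axis) of the genes around *jumu* on chromosome arm 3R (horizontal axis, position in Mb of Release 6) in *jumu* loss-of-function against wild-type mesodermal cells, 4 samples each. Each bar spans an annotated gene with a mean above 1 CPM in either group; *jumu* at −2.02 and *Rfx* at −3.21 are lower, and the 7 genes from *CG6293* to *CG31406* are higher.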

Genes regulated at a transcription level by *jumu* were expected to exhibit significant fold changes in mRNA expression levels in embryos lacking *jumu* function compared to wild-type. 

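At an absolute log2 fold change above 1 and an FDR below 0.1, 1324 genes differed between *jumu* loss-of-function and wild-type mesodermal cells, of which 698 were higher and 626 were lower in *jumu* loss-of-function. In 1136 of these genes, the 4 samples of one group all lay on one side of the 4 samples of the other, a separation that chance gives for 2.86% of genes not selected for a difference. Leaving out the expression filter moved the number most among the alternatives set in advance, to 1748 genes. When each sample was left out in turn, between 1268 and 1353 genes passed. Among the separated genes, the largest rises by edgeR's log2 fold change, which favours genes with close to 0 counts in a group, were in *mthl8*, *Nach*, *CG31601*, *tomboy20* and *CSN1a*. *mthl8* had 0 counts in every wild-type sample and between 448 and 1861 counts in the *jumu* loss-of-function samples, at least 356-fold higher. *Nach* was at least 937-fold higher, *CG31601* at least 87.0-fold, *tomboy20* at least 56.3-fold and *CSN1a* at least 40.6-fold. *mthl8* also had more counts than in wild-type in each of the 4 other genotypes of the series, with between 2 and 16 counts in *CHES-1-like* loss-of-function and between 94 and 2338 in the rest. The largest falls by the same measure were in *CngA*, *CG14608*, *CG33337*, *CG15708* and *Ir67c*. *CngA* fell from 159 CPM ± 2.29 to 0.0662 CPM ± 0.0376 (SD, n = 4 each), with between 1 and 8 counts left in the *jumu* loss-of-function samples. *CG14608* fell from 328 CPM ± 10.6 to 0.245 CPM ± 0.229 (SD, n = 4 each). *CG33337* was at least 203-fold lower, *CG15708* at least 49.5-fold and *Ir67c* at least 40.1-fold.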

Using rather stringent criteria (log_2_FoldChange > 1 or log_2_FoldChange < −1 and False Discovery Rate < 0.1), our data analysis identified 1271 genes that were dysregulated, with 693 being repressed (log_2_FoldChange > 1) by *jumu* in the mesoderm and 578 being activated (log_2_FoldChange < −1) (Supplementary Table S1). A more relaxed set of fold change criteria (log_2_FoldChange > 0.5 or log_2_FoldChange < −0.5 and False Discovery Rate < 0.1) identified 2496 *jumu*-regulated genes, with 1250 being repressed and 1246 being activated by the Fox TF (Supplementary Table S1).

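With these relaxed criteria, 2369 genes passed in the deposited counts, 1202 of them higher and 1167 of them lower in *jumu* loss-of-function. Library totals changed the balance of the directions, to 919 higher and 2014 lower genes. Of the 1250 genes that the paper lists as repressed, 1012 (81.0%) passed here as higher, and all 1250 had a positive log2 fold change, with a median of 1.04. Of the 1246 genes that the paper lists as activated, 971 (77.9%) passed here as lower, and all 1246 had a negative log2 fold change, with a median of −0.92. Another 190 genes were called higher and 196 lower only here. Fits that each left out one sample gave between 2237 and 2395 genes.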

### 2.2. Functional Annotation Enrichment Analysis Implicates Jumu-Activated Genes in Cell Division

Next, we attempted to determine the cardiogenic processes in which the *jumu*-regulated genes might be involved. If many of these downstream genes are involved in the same cardiogenic process, then we would expect to see an overrepresentation of functional annotation terms or ontological features associated with that particular process. The DAVID knowledgebase [54,55] compiles and integrates genes and their functional and sequence annotations from a variety of public genomic resources (NCBI, Uniprot, Ensembl, Gene Ontology, KEGG, Reactome, etc.). Since *jumu*-regulated genes mediating a particular cardiogenic process are likely to be regulated in a similar fashion (either activated or repressed) by the Fox TF, we utilized the *jumu*-activated and the *jumu*-repressed pools of genes (Supplementary Tables S2A and S2C, respectively) independently to query the DAVID knowledgebase for overrepresentation of functional annotation terms. In both cases, we performed functional annotation clustering with all genes of the *Drosophila melanogaster* genome as background. 

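The repressed genes annotated to the basement membrane and extracellular matrix were *Cg25C*, *vkg*, *Glt*, *Timp*, *BM-40-SPARC*, *fat-spondin*, *prc*, *Muc18B*, *Wnt6*, *loh*, *Mmp1*, *CG5639* and *Mp*. All 13 had a positive log2 fold change, from 0.40 to 1.54 with a median of 0.99, and 12 passed the relaxed criteria. *Cg25C* and *vkg*, which encode collagen IV chains, rose from 228 CPM ± 4.61 to 442 CPM ± 21.5 and from 169 CPM ± 2.66 to 337 CPM ± 13.1 (SD, n = 4 each). *prc* showed the largest change (log2 fold change 1.54, standard error 0.10, FDR = 6.10e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Wnt6* did not pass (log2 fold change 0.40, FDR = 0.198 from the same edgeR test). *Timp* and *Muc18B* passed at low expression, with means of 0.223 and 0.237 CPM in *jumu* loss-of-function. *Glt*, *Timp*, *fat-spondin*, *prc*, *Mmp1* and *Mp* each overlap a gene on the opposite strand, so their counts are uncertain. With library totals, 8 of the 13 genes passed. The genes were chosen from the paper's own calls on these counts, so the number that pass does not measure stability; adjusted over the 13 genes alone, 13 had an FDR below 0.1, against 12 when adjusted over all genes.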

None of the enriched annotation clusters of *jumu*-repressed mesodermal genes suggested obvious cardiogenic processes with the possible exception of Annotation Clusters 22 and 55, which featured the terms basement membrane and extracellular matrix (Supplementary Table S2B). Extracellular matrix (ECM) proteins, particularly the specialized subset comprising the basement membrane (BM), and their regulators have previously been shown to be important for embryonic heart morphogenesis and development [56,57,58].

In contrast, we found that the most enriched annotation cluster (Annotation Cluster 1) of *jumu*-activated mesodermal genes featured the terms mitosis, cell division, and cell cycle, suggesting a potential role for these genes in *jumu*-mediated cardiac progenitor cell division (Supplementary Table S2D). This hypothesis was further supported by the terms featured in the highly enriched Annotation Clusters 2 and 7 (microtubule and motor proteins), Annotation Cluster 4 (centromere and spindle midzone), Annotation Cluster 5 (centrosome and centriole), Annotation Cluster 8 (mitotic chromosome condensation), and Annotation Cluster 11 (mitotic cytokinesis), all of which are associated with different aspects of cell division (Supplementary Table S2D).

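Of the 36 genes listed for Annotation Cluster 1, 35 were found in the count table, and all 35 were lower in *jumu* loss-of-function mesodermal cells. Their median log2 fold change was −0.91 and the smallest change was −0.48 in *sls*, and 34 of them passed the relaxed criteria and 11 the stringent ones. *ncd*, which encodes a kinesin, fell from 51.9 CPM ± 3.54 to 21.4 CPM ± 0.719 (SD, n = 4 each), and every *jumu* loss-of-function sample was below every wild-type sample. *swa* had a log2 fold change of −1.98 (standard error 0.21, FDR = 1.50e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG32371*, with at most 2 counts in a *jumu* loss-of-function sample and at least 72 in a wild-type sample, overlaps *Clk* on the same strand, so its counts are uncertain, and *ncd* overlaps *ca* and *CG7789* on the opposite strand. From the terms of this cluster, mitosis, cell division and cell cycle, the paper proposes a role for these genes in *jumu*-mediated cardiac progenitor cell division.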

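In Annotation Cluster 2, 37 of 41 genes passed the relaxed criteria as lower, with a median log2 fold change of −0.90. The corresponding numbers were 28 of 33 genes and −0.92 in Annotation Cluster 7, 11 of 11 and −0.91 in Annotation Cluster 4, and 15 of 17 and −0.64 in Annotation Cluster 5. In both Annotation Cluster 8 and Annotation Cluster 11, 12 of 13 genes passed, with a median of −0.94. The clusters share genes, and together with the most enriched cluster they list 99 genes, of which 97 were found in the count table. All 97 had a negative log2 fold change, and 88 passed the relaxed criteria. Across the alternatives set in advance the number passing lay between 86 and 95, the highest with library totals. Since the clusters were drawn from the paper's own calls, these numbers do not measure stability; 94 of the genes had an FDR below 0.1 when adjusted over the 97 alone and 93 when adjusted over all genes.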

### 2.3. Phenotypic Analysis of 21 Jumu-Activated Genes Demonstrate That They Are Essential for Mediating Cardiac Progenitor Cell Division

The overrepresentation of functional annotation terms associated with cell division for *jumu*-activated mesodermal genes hints at, but does not necessarily confirm, a major role for many of these *jumu*-activated genes in mediating cardiac progenitor cell division. While this is a likely possibility given that *jumu* mediates three categories of cardiac progenitor cell division, it is not the only one, since *jumu* has also been shown to regulate cell division in other tissues and cell types such as both hemocytes [46,59] and ganglion mother cells [43]. If, however, many of the *jumu*-activated genes identified by our transcription expression profiling do indeed mediate cardiac progenitor cell division, then we would expect the loss of function of these genes to exhibit all or a subset of the cardiac progenitor cell division defects detected in *jumu* mutants. We elected to test this hypothesis by disrupting the function of a subset of *jumu*-activated mesodermal genes. Consequently, we first assessed which of the 1246 *jumu*-activated genes identified in our expression profiling analysis (Section 2.1) possessed null or strongly hypomorphic mutant alleles that were readily available from the Bloomington Drosophila Stock Center. A total of 185 *jumu*-activated genes satisfied this criterion. From this pool of 185, 21 genes were selected at random for phenotypic analysis: *α-Tubulin at 67C* (*αTub67C*), *Adenomatous polyposis coli 2* (*Apc2*), *barren* (*barr*), *Bub1-related kinase* (*BubR1*), *Cyclin-dependent kinase 2* (*Cdk2*), *Centromeric protein-C* (*Cenp-C*), *centromere identifier* (*cid*), *CENP-meta* (*cmet*), *gluon* (*glu*), *Inner centromere protein* (*Incenp*), *Kinesin-like protein at 61F* (*Klp61F*), *meiotic from* via *Salaria 332* (*mei-S332*), *nebbish* (*neb*), *pavarotti* (*pav*), *pimples* (*pim*), *Retinal Homeobox* (*Rx*), *scraps* (*scra*), *Structural maintenance of chromosomes 2* (*SMC2*), *sticky* (*sti*), *three rows* (*thr*), and *tumbleweed* (*tum*) (Table 1).

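All 21 genes had lower normalized expression in *jumu* loss-of-function than in wild-type mesodermal cells, with a median log2 fold change of −0.94. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20 of them passed the relaxed criteria. *BubR1*, *Cenp-C*, *glu*, *pav*, *pim*, *Rx*, *SMC2*, *sti* and *tum* also passed the stringent criteria. *pim* (arm 2L, from 10362989 to 10364092) fell from 16.0 CPM ± 1.54 to 5.98 CPM ± 0.378, a log2 fold change of −1.43 (SD, n = 4 each). *sti* (arm 3L, from 12507998 to 12514815) fell from 252 CPM ± 5.57 to 106 CPM ± 2.53, a log2 fold change of −1.25 (SD, n = 4 each). *tum* (arm 2R, from 13856150 to 13858689) fell from 78.6 CPM ± 1.67 to 33.4 CPM ± 1.28, a log2 fold change of −1.23 (SD, n = 4 each). The log2 fold changes were −0.91 for *barr*, −1.02 for *SMC2* and −0.94 for *scra*. The smallest changes among the genes that passed were −0.52 for *Klp61F* (standard error 0.049), −0.58 for *Apc2* (standard error 0.065) and −0.59 for *cid* (standard error 0.13). *αTub67C*, listed in the count table as *alphaTub67C*, had between 8 and 58 counts per wild-type sample and between 9 and 36 per *jumu* loss-of-function sample. Its log2 fold change was −0.59 (standard error 0.35, FDR = 0.245 by the same edgeR test), its samples overlapped between the groups, and it passed when library totals replaced TMM factors. In *BubR1*, wild-type replicate 1 lay apart from the other wild-type samples, at a log2 CPM of 6.13 against 6.21 to 6.22. In the annotation, 9 of the 21 genes (*Apc2*, *Cdk2*, *cmet*, *glu*, *Klp61F*, *mei-S332*, *neb*, *sti* and *thr*) overlap another gene, so their counts are uncertain.

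**Figure D2:**
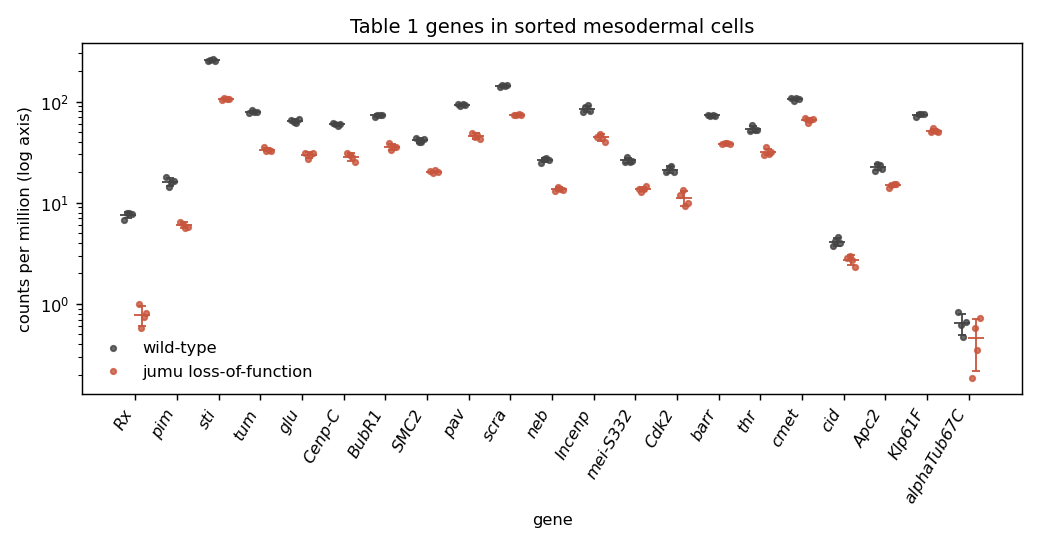
Normalized expression in CPM (logarithmic axis) of the 21 genes in the 4 wild-type and 4 *jumu* loss-of-function samples, in order of their log2 fold change. Points are samples and bars are means ± SD; the groups separate for every gene but *αTub67C*.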

The wild-type embryonic *Drosophila* heart consists of a metameric linear tube of 104 contractile cardial cells (CCs) surrounded by a sheath of pericardial cells (PCs) that perform supportive and nephrocytic roles [28]. The metameric nature of the heart ensures that every hemisegment from A2 to A7 exhibits the same repeated pattern of heart cells from anterior to posterior, two Seven up (Svp)-expressing cardial cells (Svp-CCs, yellow cells in Figure 1A) followed by four Tinman (Tin)-expressing cardial cells (Tin-CCs, green cells in Figure 1A); with the A8 cardiac hemisegments being truncated in having the two Svp-CCs followed by only two Tin-CCs. This is a consequence of a series of stereotypical and invariant series of cardiac progenitor cell divisions in the wild-type *Drosophila* embryo [28,60,61,62]. In each cardiac hemisegment, a cell division event at an earlier stage generates two Svp cardiac progenitor cells, with each Svp progenitor cell subsequently undergoing asymmetric cell division to produce an Svp-CC and an associated pericardial cell, an Svp-PC (Figure 1A, yellow and red cells, respectively). In contrast, two symmetric cell divisions give rise to four Tin-CCs (Figure 1A, green cells) per hemisegment from two Tin cardiac progenitor cells. Thus, collectively, these lineage relationships would allow us to use the numbers of Tin-CCs, Svp-CCs, and Svp-PCs in individual hemisegments of embryos mutant for a particular *jumu*-activated gene to determine which, if any, of these cardiac progenitor cell division categories the target gene is mediating. For example, if the gene was critical for asymmetric cell division, an increase or reduction in the number of Svp-CCs accompanied by a corresponding decrease or increase in the number of Svp-PCs would be detected in the mutant, or larger Svp-CC nuclei with missing corresponding Svp-PCs due to errors in karyokinesis would be observed (Figure 1B). Conversely, defects in symmetric cell division would manifest as deviations from the expected number of four Tin-CCs per hemisegment (Figure 1B). Finally, errors during the earlier stage of cell division which normally produce two Svp progenitor cells would result in hemisegments with either one or three Svp progenitors, giving rise ultimately to one or three pairs of Svp-CCs and Svp-PCs instead of the customary two pairs (Figure 1B).

Introducing an *svp-lacZ* enhancer trap into every mutant and wild-type line and labeling them with antibodies for both Myocyte enhancer factor 2 (Mef2), which recognizes all CCs, and β-galactosidase, which marks both Svp-CCs and Svp-PCs, could have allowed us to distinguish and discriminate between Tin-CCs, Svp-CCs, and Svp-PCs, and determine which categories of cardiac progenitor cell division, if any, were mediated by each of these *jumu*-activated genes [36,37,38]. However, the introduction of this enhancer trap into all 21 mutant lines would have been overly time-consuming and inefficient, given that the primary question we wanted to address was whether one or more of these 21 genes mediated cardiac progenitor cell divisions at all. We therefore elected to label the embryos with antibodies specific to Mef2 and Svp (which marks the Svp-CCs exclusively) instead. This allowed us to distinguish the Tin-CCs (green) from Svp-CCs (yellow) and determine the numbers of each of these cell types in wild-type and appropriate mutant embryonic hearts ((Figure 1C,D and (Figure 2). Any deviation from the expected number of two Svp-CCs in a hemisegment would indicate a defect in cardiac progenitor cell division along the Svp lineage, i.e., in either asymmetric or earlier cell division, while a change in the expected number of Tin-CCs would indicate an error in symmetric cardiac progenitor cell division (Figure 1D).

We used the criteria described above to examine embryos that were either wild-type or homozygous for null or strongly hypomorphic mutations of the 21 *jumu*-activated genes that we had selected. Of note, similar to the *jumu null* deficiency, all 21 of these mutant alleles are homozygous lethal, but the embryos develop and survive to at least stage 16, enabling us to perform these phenotypic analyses. Much to our surprise, our examination found that each and every one of these mutant genotypes exhibited a significant increase over wild-type in the fraction of hemisegments with fewer or excess Svp-CCs, corresponding to asymmetric cell division defects or earlier cell division defects affecting the number of Svp progenitors, and in the fraction of hemisegments showing deviations from the expected number of Tin-CCs, corresponding to symmetric cardiac progenitor cell division defects (Figure 2 and Figure 3; Supplementary Table S3). Collectively, by demonstrating that all 21 of these selected *jumu*-activated genes are necessary for bringing about proper cardiac progenitor cell divisions along both the Svp and Tin lineage, our results establish that a major role for *jumu*-activated downstream genes is indeed mediating cardiac progenitor cell divisions.

### 2.4. Expression Profiling of RNA from Flow Cytometry-Purified Mesodermal Cells Is More Sensitive at Identifying Cardiogenic Jumu-Regulated Genes than Whole Embryo RNA

In order to identify *jumu*-regulated genes potentially mediating cardiogenic processes, we compared transcription expression profiles from flow cytometry-purified mesodermal cells of the relevant genotypes instead of from entire wild-type and *jumu*-deficient embryos. We believed that the first option allowed us to eliminate or reduce the potentially confounding effects of *jumu* loss of function in non-cardiogenic processes in the rest of the embryo and thereby increased the sensitivity of our analysis. To test this premise, we examined whether the 21 *jumu*-activated genes mediating cardiac progenitor cell divisions that we initially identified via RNA-seq of flow cytometry-purified mesodermal cells would also have been recognized by reverse transcription quantitative real-time PCR (RT-qPCR) of RNA from wild-type and *jumu*-deficient whole embryos. Our RT-qPCR analysis of whole embryo RNA revealed that only 18 of these 21 genes showed significant (*p* ≤ 0.05) reduction in expression levels in *jumu* deficient embryos compared to wild-type (Supplementary Figure S1). The remaining three genes—*αTub67C*, *cid*, and *Incenp*—also exhibited reduced expression in embryos lacking *jumu*, but the reduction in expression levels obtained from whole embryos was not significant (*p* > 0.05). Collectively, our assessment indicates that our belief that using flow cytometry-purified mesodermal cells instead of whole embryos would yield higher sensitivity was not misplaced.

### 2.5. Rx Is Required for Three Distinct Categories of Cardiac Progenitor Cell Division

Our investigation identified 21 *jumu*-activated genes mediating cardiac progenitor cell divisions. As proof of principle of the methodologies we intend to use in analyzing the functions of these *jumu*-regulated genes in bringing about cardiac progenitor cell division, we elected to examine the role of one of these genes in greater detail. The gene *Rx* was selected for this purpose both because it showed the greatest degree of relative reduction in expression in *jumu*-deficient mesodermal cells compared to wild-type among these 21 genes (Table 1), and because it was not present in any of the enriched annotation clusters of *jumu*-activated genes associated with cardiac progenitor cell division (i.e., Annotation Clusters 1, 2, 4, 5, 7, 8, and 11 in Section 2.2 and Supplementary Table S2D). 

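*Rx* (FBgn0020617) lies on chromosome arm 2R from 20916753 to 20937030 on the plus strand, and no annotated gene overlaps it. It had 479, 383, 134 and 575 counts in wild-type replicates 1 to 4 and 49, 9, 49 and 40 counts in *jumu* loss-of-function replicates 1 to 4. Normalized, these were 7.46 CPM ± 0.514 and 0.778 CPM ± 0.174 (SD, n = 4 each), so that 10.4% of the wild-type level remained. The log2 fold change was −3.20 (standard error 0.14, FDR = 1.12e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the most negative among the 21 genes. When each sample was omitted in turn it stayed between −3.32 and −3.13. Wild-type replicate 1 was lower than the other wild-type samples, at a log2 CPM of 2.77 against 2.96 to 2.98. *Rx* is absent from the gene lists of the clusters associated with cell division. In genotypes that the paper does not report, *Rx* was lower in *jumu* overexpression too, at 2.758 to 3.979 CPM. Wild-type samples were at 6.788 to 7.854 CPM, over the factors of all 24 samples. It was also lower in *CHES-1-like* overexpression (2.64 to 4.287 CPM) but not in *CHES-1-like* loss-of-function (7.959 to 8.765 CPM). More *jumu* thus did not raise *Rx* here.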

As described earlier, we introduced the *svp-lacZ* enhancer trap into embryos that were otherwise wild-type as well as in embryos that were homozygous for the *Rx^CR00377-TG4.2^* mutant allele to determine the numbers of Tin-CCs, Svp-CCs, and Svp-PCs in every hemisegment and identify the types of cell division defects caused by the *Rx* mutant. Our examination revealed that embryos homozygous for the *Rx* mutant allele exhibited significant increases over wild-type for defects in all three categories of cardiac progenitor cell division—asymmetric cell division (*p* = 0.0158), symmetric cell division (*p* = 4.01 × 10^−5^), and cell division at the earlier stage (*p* = 0.0161)—showing that *Rx* mediates the same cardiac progenitor cell division processes that *jumu* does (Figure 4; Supplementary Table S4).

### 2.6. Synergistic Genetic Interactions Between Rx and Jumu

The observation that *jumu* activates *Rx* expression and that *Rx* mediates the same categories of cardiac progenitor cell division as *jumu* suggests that *jumu* may be acting through *Rx* to bring about these cell divisions: i.e., jumu and *Rx* could be functioning through the same genetic pathway. If this hypothesis is correct, then we may expect to detect synergistic, i.e., more than merely additive, genetic interactions between mutations or deficiencies of *jumu* and *Rx*. To assess this possibility, we quantitated and compared the cardiac progenitor cell division defect phenotypes of single heterozygotes of the *Rx* mutation and single heterozygotes of the *jumu* null deficiency with those of embryos that were doubly heterozygous for both the *Rx* mutation and the *jumu* deficiency (Figure 5).

Double heterozygotes for *Rx* and *jumu* exhibited only asymmetric cell division defects at frequencies that were significantly more severe (*p* < 1 × 10^−6^) than the additive sum of both the *Rx* single heterozygotes and the *jumu* single heterozygotes (Figure 5; Supplementary Table S5). These results indicate that *jumu* and *Rx* function through the same pathway mediate asymmetric cardiac progenitor cell divisions, providing strong support for the hypothesis that *jumu* utilizes *Rx* to bring about this cardiogenic process.

### 2.7. Chromatin Immunoprecipitation Data Suggests That 13 of the Jumu-Activated Genes Mediating Cardiac Progenitor Cell Divisions May Be Direct Transcriptional Targets of the Jumu TF

Not all *jumu*-regulated genes will necessarily be direct transcriptional targets of the Jumu TF, i.e., have associated *cis*-regulatory modules (CRMs) to which the Jumu TF binds to regulate transcription of the gene. Some may well be indirect targets, being regulated by the binding of other TFs, which were, in turn, regulated by the direct binding of Jumu to their CRMs. Thus, a particularly germane question is how many of these 21 *jumu*-activated genes mediating cardiac progenitor cell division are likely to be direct transcriptional targets of the Jumu TF.

To address this question, we took advantage of the modERN resource, which compiles genome-wide, chromatin immunoprecipitation sequencing (ChIP-seq)-based binding profiles for numerous TFs [63]. Previous analyses showed that the CRMs driving cardiac genes comprise clustered binding sites of multiple TFs critical for heart development and are located in either introns or the intergenic regions adjacent to these genes [41,64,65,66,67,68,69,70,71,72,73,74]. Hence, *jumu*-activated genes that are direct transcriptional targets of the Jumu TF would be expected to be associated with CRMs that contain both Jumu binding sites and those of other TFs mediating heart development. We therefore used the modERN resource to scan the intronic and intergenic regions of these 21 *jumu*-activated cardiac progenitor cell division-mediating genes for the presence of embryonic stage ChIP-binding peaks for Jumu, the Myb oncogene-like (Myb) TF that works in concert with Jumu to mediate cardiac progenitor cell divisions [36,38], and the following TFs known to play critical roles in heart development and regulate cardiac enhancers: Tinman (Tin), Twist (Twi), Tailup (Tup), Mothers against dpp (Mad), Pointed (Pnt), Suppressor of Hairless (Su(H)), and Hand [36,64,65,69,73,75,76,77,78,79,80,81,82,83,84]. Of note, our previous work had already shown that Fox TF (Jumu) binding sites were enriched along with multiple combinations of subsets of Tin, Twi, Mad, and Pnt binding sites in the CRMs of cardiac genes [36,41].

We considered a gene likely to be a direct transcriptional target of the Jumu TF if it exhibited a ChIP peak for Jumu TF binding clustered with a peak for at least one of the aforementioned TFs. Using this criterion, we found that the following 13 genes were likely to be direct targets of Jumu: *neb*, *sti*, *tum*, *SMC2*, *BubR1*, *barr*, *cmet*, *mei-S332*, *Cenp-C*, *Cdk2*, *scra*, *Incenp*, and *glu* (Supplementary File S1). In contrast, we found that *Apc2*, *Rx*, *pav*, *thr*, *pim*, *αTub67C*, *Klp61F*, and *cid* failed to show any embryonic stage Jumu TF binding peak, suggesting that their regulation by *jumu* was achieved in a more indirect manner (Supplementary File S1).

### 2.8. The 21 Jumu-Activated Cardiac Progenitor Cell Division-Mediating Genes Constitute Multiple Interaction Networks

Since all 21 of the *jumu*-activated genes we examined mediate cardiac progenitor cell divisions, another intriguing question is whether they each act independently to bring about this process or whether subsets of these genes act collectively in a pathway or network. To address this question, we utilized the Molecular Interaction Search Tool (MIST) resource [85]. MIST is an integrated database of curated biological interaction data for the major model organisms *Drosophila melanogaster*, *Mus musculus*, *Rattus norvegicus*, *Caenorhabditis elegans*, *Saccharomyces cerevisiae*, *Schizosaccharomyces pombe*, *Danio rerio*, *Xenopus laevis* and *Xenopus tropicalis*, and humans, *Homo sapiens*. In addition to displaying the known interactions among a pool of genes in a particular species, by mapping data among all these organisms using the DRSC Integrative Ortholog Prediction Tool (DIOPT) [86], MIST is able to provide orthology-based inferred interactions or interologs.

We therefore queried MIST with *polo* and the list of 21 *jumu*-activated cardiac progenitor cell division-mediating genes from this study for genetic and protein–protein interaction both in *Drosophila* and in other species using a stringent criterion that filtered out low ranking results. Parameters were set to only report direct pairwise interactions between these 22 *jumu*-activated genes or their orthologs. We intentionally omitted *jumu* from this pool, since all of these genes were already regulated by Jumu, and our goal was to identify which of them, if any, worked in concert to define specific *jumu*-regulated pathways mediating cardiac progenitor cell divisions. Our analysis revealed that 15 of these genes—*barr*, *BubR1*, *Cdk2*, *Cenp-C*, *cid*, *cmet*, *glu*, *Incenp*, *Klp61F*, *neb*, *pav*, *scra*, *SMC2*, *sti*, and *tum*—and/or their orthologs comprised a network incorporating *polo* while two other genes, *pim* and *thr*, constituted yet another network (Figure 6). Only four genes, *αTub67C*, *Apc2*, *mei-S332*, and *Rx*, failed to show such interactions with other genes in the pool. Since Jumu activates each of these 22 cardiac progenitor cell division-mediating genes, and 18 of these 22 genes comprise two inferred interaction networks, our data suggest that *jumu* is a master regulator of cardiac progenitor cell division networks.

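*polo* (FBgn0003124), the gene that joins the 21 genes of Table 1 in this set, lies on chromosome arm 3L from 20309654 to 20313466. In the sorted mesodermal cells it was at 191 CPM ± 5.80 in wild-type and 169 CPM ± 2.98 in *jumu* loss-of-function (SD, n = 4 each), which is 88.5% of the wild-type level. The log2 fold change was −0.18 (standard error 0.044, FDR = 0.00399 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the 0.5 that the relaxed criteria ask for. Every *jumu* loss-of-function sample was nevertheless below every wild-type sample. With library totals its log2 fold change was −0.36.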

## 3. Discussion

Our previous work had identified the conserved roles of two *Drosophila* Fox genes, *jumu* and *CHES-1-like*, in cardiogenesis [35,36,37,38]. Given the critical importance of Fox TFs in mammalian and human heart development and disease [3,4,5,6,7,8,9,10,11,12,13,14,15,16,17,18,19,20,21,22,23,24,25,26], our limited knowledge of the genes and molecular pathways through which Fox TFs mediate cardiogenesis, and the conservation of developmental processes between mammals and *Drosophila*, our goal in this study was to identify the downstream targets of one of these *Drosophila* Fox TFs, Jumu, and determine the cardiogenic processes they mediate, in the hope that it will shed light on related mechanisms in mammals.

Since *jumu* is also involved in multiple other non-cardiogenic processes such as neural fate specification, eye development, wing morphogenesis, immune response, and wound healing [42,43,44,45,46,47,48,49,50], we were concerned that attempting to identify cardiogenic *jumu*-regulated genes simply by comparing expression profiles obtained from whole-embryo RNA of wild-type and *jumu*-deficient embryos might prove difficult. A non-cardiogenic gene that exhibits no *jumu*-regulated expression change in the tissue of interest (mesodermal cells) would still have been identified as a (false positive) candidate if it showed a significant change in expression in some other non-relevant tissue. Alternatively, a true target gene could potentially be upregulated in one tissue while being downregulated in another, thereby exhibiting no significant total change in expression in the entire embryo, or have its *jumu*-regulated change in expression in the tissue of interest be swamped by the “noise” in the rest of the embryo. To guard against these possibilities, we chose to compare expression profiles from RNA extracted from purified mesodermal cells, the precursor of the embryonic heart. And, as detailed earlier in Section 2.4, our subsequent comparison with RT-qPCR analysis of whole embryo RNA indicated that obtaining and comparing expression profiles from purified relevant tissue subsets are more sensitive at identifying cardiogenic *jumu*-regulated downstream genes. We emphasize further that our approach, using the binary *GAL4-UAS* technique [87] with *UAS-2EGFP* to purify and obtain transcription expression only from cells of the appropriate tissue and genotypes, not only increases sensitivity and reduces potentially confounding effects, but is eminently generalizable and flexible. While we recombined the *jumu^Df(3R)Exel6157^* deficiency onto chromosomes containing either the *twist-GAL4* driver or the *UAS-2EGFP* transgene to purify and obtain expression profiles from mesodermal cells lacking *jumu* function in this study, we note that another feasible approach would be to use an appropriate *GAL4* driver to drive both a *UAS-2EGFP* transgene and a UAS-RNA interference (*UAS-RNAi*) construct for a particular gene to isolate cells from the relevant tissue where that gene had been knocked down. Nor does our approach for identifying downstream targets via comparison of transcription expression profiles from a targeted tissue of interest have to be limited solely to loss of function or knockdown of the specific gene being studied. The *GAL4* driver could also be used to drive a UAS-complementary DNA (*UAS-cDNA*) construct for a specific gene along with *UAS-2EGFP* to secure expression profiles from a targeted tissue where the gene of interest was overexpressed. Consequently, we believe that our approach to identify downstream targets of TFs with a high degree of sensitivity can be easily extended both to other developmental processes besides cardiogenesis and in systems other than *Drosophila*.

The enormous number of *jumu*-regulated genes that we identified via expression profiling in the embryonic mesoderm led us to examine these downstream genes for overrepresentation of functional annotation terms that could shed light on possible cardiogenic processes. As described earlier in Section 2.2, multiple enriched annotation clusters of *jumu*-activated genes identified in our analysis suggested that a large subset of these *jumu*-regulated genes could be mediating cardiac progenitor cell divisions. This hypothesis proved to be correct, since our subsequent phenotypic examination of 21 *jumu*-activated genes showed that each and every one of them was required for proper cardiac progenitor cell divisions.

Our results here highlight several important issues. First, not all of the *jumu*-activated genes we assessed phenotypically and found to mediate cardiac progenitor cell divisions (Figure 2 and Figure 3), such as *BubR1*, *pim*, and *Rx*, were identified in our functional annotation enrichment analysis (Supplementary Table S2D,E). This is a consequence of the functional annotation terms and ontology features listed in DAVID and used for our enrichment analysis, which was derived only from known genes that have undergone the appropriate functional characterization. It is thus very likely that many other uncharacterized or only partially characterized genes identified as being activated by *jumu* in our expression profile comparison are also required for cardiac progenitor cell division. This emphasizes the need to phenotypically assess the roles of these uncharacterized *jumu*-regulated genes to identify previously unknown players mediating this process—a process we are presently pursuing in our laboratory. Of note, many of the *jumu*-activated genes we found mediating cardiac progenitor cell divisions bring about cell division in other tissues as well. Thus, it is likely that in identifying some of the previously uncharacterized Jumu targets mediating cardiac progenitor cell divisions we might discover genes that have a more essential role in controlling cell division globally.

Second, while we focused on *jumu*-activated genes that were found to mediate cardiac progenitor cell divisions in this study, our functional annotation enrichment analysis revealed an overrepresentation of ECM protein-encoding genes among the *jumu*-repressed mesodermal genes. Loss or reduced function of these ECM genes in *Drosophila* has been associated with detachment of PCs from the heart tube, improperly aligned CCs, smaller lumens, and increased longevity resulting from the mitigation of the age-related decline in fractional shortening [88,89,90,91,92]. It will thus be interesting to explore what the effects of overexpression of these ECM genes, the consequence of a lack of *jumu* function, will be in the heart.

Third, there were many enriched annotation clusters for both *jumu*-activated and *jumu*-repressed mesodermal genes that featured terms, e.g., membranes and ion channels, that we could not necessarily be ascribed to one or more particular cardiogenic processes a priori. But that may simply reflect our incomplete knowledge and understanding of cardiogenic processes. Functional analysis of the genes comprising these annotation cluster that are not presently known to describe or define cardiogenic processes may shed yet more light on heart development.

Finally, the individual enriched annotation clusters themselves reflect only what is currently known. Many *jumu*-regulated genes might be involved in cardiogenic processes for which no enriched annotation cluster exists, either because that process has not yet been examined, or because too few of the genes mediating that process are *jumu*-regulated to constitute an overrepresented cluster. It is thus imperative to functionally analyze the *jumu*-regulated genes in an unbiased manner, regardless of whether a given gene is present in an enriched annotation cluster or not.

Nevertheless, the methodology we used in this study identified 21 *jumu*-activated genes that mediate cardiac progenitor cell divisions. We note that additional work needs to be carried out to characterize these genes further: determining which of the three distinct categories of cardiac progenitor cell division—symmetric, asymmetric, and/or earlier—each of these Jumu target genes mediate and assessing whether *jumu* also functions synergistically with the target gene through that particular cell division pathway. In this study, using *Rx* as an example, and in a parallel project where we carried out a detailed analysis of yet another of these Jumu targets, *neb* [38], we illustrate how to perform this functional characterization of the *jumu*-activated genes mediating cardiac progenitor cell divisions. It is also quite likely that several of these genes will work collectively through the same cardiac progenitor cell division pathways, a hypothesis supported by the interaction networks constituting many of these Jumu targets inferred by the MIST resource in this study. Also consistent with this hypothesis are previous reports noting that mutations in *αTub67C*, *Apc2*, *barr*, *BubR1*, *IncenP*, *Klp61F*, *neb*, *pav*, and *thr* result in an aberrant spindle structure, position, or orientation [93,94,95,96,97,98,99,100,101,102,103,104]. Note, however, that the inferred networks were often based on interactions between orthologs of these genes in other species. Thus, once the initial characterization of all 21 of these genes is complete, genetic interaction, epistasis, and rescue assays should be used to determine the composition and topology of the actual pathways or networks that these genes constitute in *Drosophila* to bring about proper *jumu*-regulated cardiac progenitor cell divisions.

Using chromatin immunoprecipitation data, we have also suggested that 13 of the 21 *jumu*-activated cardiac progenitor cell division-mediating genes identified in this project are likely to be directly regulated by Jumu TF binding. However, confirming whether any of these 13 likely candidates were indeed direct transcriptional targets of the Jumu TF was beyond the scope of this initial project. For each of these candidate genes, this project would entail first creating and utilizing transgenic enhancer–reporter constructs to identify and define the CRM that drives its expression: enhancer–reporter constructs incorporating the correct CRM would drive reporter expression with the same pattern as the endogenous candidate gene. Once the CRM was identified, *cis-* (mutating the Jumu TF binding site in the enhancer–reporter construct) and *trans-* (examining the effect on the unmutated enhancer–reporter construct in *jumu*-deficient embryos) assays would be deployed: if the candidate gene was indeed a direct transcriptional target of Jumu, then the disruption of Jumu TF binding to the CRM in both assays should significantly alter reporter activity from the enhancer–reporter construct. Given our prior experience in identifying CRMs and using such *cis*- and *trans*- assays [35,36,41,82], we intend to assess which of these genes are direct targets of Jumu in the future as we functionally characterize each gene in greater detail.

Given our professed goal for undertaking this study, a particularly germane question is whether the *jumu*-regulated genes we identified in *Drosophila* and the pathways or networks they constitute will prove to be conserved and thus shed light on orthologous Fox TF-regulated cardiogenic processes in vertebrates, and, by extension, in humans. Since this study identified *jumu* as a master regulator of cardiac progenitor cell divisions in *Drosophila*, it was gratifying to note that at least two mammalian Fox genes, *Foxm1* and *Foxp1*, are also essential for proper cardiomyocyte proliferation [12,13,17,105,106]. Also consistent with potential conserved roles in cardiogenesis, the mammalian orthologs of at least 7 of these 21 *jumu*-activated cardiac progenitor cell division-mediating genes—*αTub67C* (*TUBA8*/*Tuba8* in humans and mice), *Cdk2* (*CDK14* in humans), *neb* (*KIF1C* and *KIF16B* in humans), *pav* (*KIF20A* in humans), *scra* (*Anln* in mice), *SMC2* (*SMC3* in mice), and *sti* (*CDC42BPA*, *CDC42BPB*, and *CDC42BPG* in humans and *Rock1* in mice)—are expressed at high levels in the mammalian heart [107,108,109,110,111,112,113,114,115,116,117,118]. In addition, mutations in the *Apc2* zebrafish ortholog *apc* result in heart looping defects reminiscent of those in *Foxa2* and *Foxo1* knockouts in mice [3,6,14,119], mutations in the *neb* human ortholog *KIF14* are linked with congenital heart defects associated with the Meckel-Gruber syndrome [120], the *pav* zebrafish ortholog *kif20a* is essential for heart development while mutations in the human *KIF20A* cause familial restrictive cardiomyopathy-6 [116,121], and mutations in the *SMC2* human ortholog *SMC3* are associated with high rates of congenital heart disease [122]. Finally, our querying of the MIST resource with the 21 *jumu*-activated cardiac progenitor cell division-mediating genes identified in this study indicated that at least 15 of them constituted inferred interaction networks (Figure 6). These interaction networks were inferred not merely on known genetic or protein–protein interaction solely between the *Drosophila* genes, but also on known interactions between the orthologs of these genes in other model systems, suggesting a considerable degree of conservation. Collectively, these data indicate that the genes acting downstream of the *Drosophila* Fox gene *jumu*, and the pathways and networks they comprise, are indeed conserved between multiple species and will prove particularly useful in understanding Fox TF-mediated cardiogenic processes in mammals and humans.

## 4. Materials and Methods

### 4.1. Drosophila Strains

The following deficiencies, mutant alleles, and transgenes were used: *jumu^Df(3R)Exel6157^* (also known as *Df(3R)Exel6157*; FlyBase ID: FBab0038212) [37], *twi-GAL4* (also known as *Scer\GAL4^twi.PG^*; FlyBase ID: FBal0040491) [52], *UAS-2EGFP* (also known as *Avic\GFP* ^*2x.EGFP.UAS*^; FlyBase ID: FBal0128321) [53], *αTub67C* ^*1*^ (FlyBase ID: FBal0000008) [123], *Apc2^d40^* (FlyBase ID: FBal0137665) [124], *barr ^L305^* (FlyBase ID: FBal0057771) [125], *BubR1^k03113^* (FlyBase ID: FBal0064564) [126], *Cdk2^2^* (FlyBase ID: FBal0117572) [127], *Cenp-C* ^*SH157*^ (FlyBase ID: FBal0294004) [128], *cid ^T11-2^* (FlyBase ID: FBal0221673) [129], *cmet* ^*04431*^ (FlyBase ID: FBal0008060) [130], *glu ^k08819^* (FlyBase ID: FBal0043098) [131], Incenp ^QA26^ (FlyBase ID: FBal0012084) [132], *Klp61F ^URC-1^* (FlyBase ID: FBal0032985) [133], *mei-S332^3^* (FlyBase ID: FBal0032116) [134], *neb ^k05702^* (FlyBase ID: FBal0043429) [135], *pav ^963^* (FlyBase ID: FBal0178488) [136], *pim^249^* (FlyBase ID: FBal0337959) [137], *Rx^CR00377-TG4.2^* (FlyBase ID: FBal0340980), *scra ^03427^* (FlyBase ID: FBal0008026) [138], *SMC2 ^jsl2^* (FlyBase ID: FBal0191670) [139], *sti^12C001^* (FlyBase ID: FBal0302670) [140], *thr ^2^* (FlyBase ID: FBal0016787) [104], *tum ^DH15^* (FlyBase ID: FBal0176032) [141], and *svp-lacZ* (also known as *svp^3^*; FlyBase ID: FBal0016610 [61].

### 4.2. Genetic Crosses, Cell Suspension Preparation, and Flow Cytometry Used to Isolate Purified Populations of Wild-Type and Jumu-Deficient Mesodermal Cells from Drosophila Embryos

Two distinct sets of crosses were used to purify wild-type mesodermal cells and mesodermal cells lacking *jumu* function:

- *twi-GAL4 UAS-2EGFP* × +/+
  All GFP-positive cells were wild-type mesodermal cells of the genotype *twi-Gal4 UAS-2EGFP/+*.
- *twi-GAL4 jumu^Df(3R)Exel6157^/TM3 × UAS-2EGFP jumu^Df(3R)Exel6157^/TM3*
  The deficiency *jumu^Df(3R)Exel6157^* completely deletes the *jumu* gene; all GFP-positive cells were mesodermal cells of the genotype *twi-GAL4 jumu^Df(3R)Exel6157^/UAS-2EGFP jumu^Df(3R)Exel6157^* and lacked *jumu* function.

Four biological replicates were performed for each cross. Embryos from each of these crosses were collected and aged at 25 °C to 6–8 h after egg deposition, dechorionated by incubation for 5 min in 50% bleach, and rinsed successively in 0.01% Triton X-100 and distilled water. The embryos were then gently dissociated in a loose-fitting Dounce homogenizer (VWR: catalogue # 62400-620) in 7 mL of Schneider’s Drosophila medium with the suspension being kept continuously on ice. The embryo suspensions were next centrifuged at 40XG for 5 min to pellet debris. The supernatant was then centrifuged at 380XG for 10 min to pellet the cells, which were resuspended in Schneider’s Drosophila medium and sieved through a 40 µm nylon mesh to ensure a single cell suspension.

Using cells from wild-type embryos lacking both *twi-GAL4* and *UAS-2EGFP* for comparison as GFP-negative control cells, the GFP-expressing mesodermal cell populations described above were isolated at >90% purity from the single-cell suspensions via florescence-activated cell sorting (FACS). FACS was performed using standard protocols, with the following modifications: the running buffer used for *Drosophila* cells was Seecof saline (6 mM Na_2_HPO_4_, 3.67 mM KH_2_PO_4_, 106 mM NaCl, 26.8 mM KCl, 6.4 mM MgCl_2_, 2.25 mM CaCl_2_, pH 6.8); the machine was cooled to 4 °C during sorting; collection was into 1.5 mL aliquots of RNAlater (Ambion/ThermoFisher, Waltham, MA, USA) on ice. The sorted cell suspensions were then diluted with Schneider’s Drosophila medium such that the RNAlater was no more than 20% of the total volume and centrifuged at 5000XG for 15 min. The resulting cell pellets were resuspended in Trizol (Invitrogen/ThermoFisher, Waltham, MA, USA) and total RNA was extracted according to the manufacturer’s protocols.

### 4.3. RNA Sequencing and Data Analysis

RNA libraries for RNA-seq were prepared using the Illumina TruSeq stranded total RNA library preparation kit following the manufacturer’s protocols. RNA-seq was performed on an Illumina HiSeq 2500.

RNA-seq transcriptome profiling was carried out for 8 samples: 4 biological replicates each of the purified wild-type and *jumu* loss-of-function mesodermal cells. On average, 28.2 million reads with 44.3% GC content were obtained. The RNA-seq reads were mapped to FlyBase using the dmel_r6.05_FB2015_02 annotation [142,143] by TopHat2 [144] with default parameters. The average mapping rate was about 92%. Differential expression analysis between *jumu* loss-of-function and wild-type mesodermal cells was performed using the Bioconductor tool edgeR [145]. Genes with low counts per million (the bottom 30% with log_2_CPM after edgeR normalization, highlighted in green in Supplementary Table S1) were excluded in our subsequent analysis.

### 4.4. Functional Annotation Enrichment Analysis

The DAVID knowledgebase [54,55] was queried independently for functional annotation clustering with each of two gene sets: the *jumu*-repressed genes (relaxed stringency; log_2_FoldChange > 0.5 and False Discovery Rate < 0.1; 1250 genes) and *jumu*-activated genes (relaxed stringency; log_2_FoldChange < −0.5 and False Discovery Rate < 0.1; 1246 genes). In both cases, all genes of the *Drosophila melanogaster* genome were used as the background.

### 4.5. Immunohistochemistry, Microscopy, and Cell Counting

Embryo fixation and fluorescent immunohistochemistry were performed as described previously [35,37]. The following primary antibodies were used: rabbit anti-Mef2 (1:1000 dilution, from the Developmental Studies Hybridoma Bank; DSHB Catalog no. rab Mef2, RRID:AB_2892602), mouse anti-β-galactosidase (1:500 dilution, Promega Catalog no. Z3783, RRID:AB_430878), chicken anti-β-galactosidase (1:500 dilution, Abcam Catalog no. ab9631, RRID:AB_307210), and mouse anti-Svp (1:5 dilution, monoclonal 5B11 from the Developmental Studies Hybridoma Bank; DSHB Catalog no. Seven-up 5B11, RRID:AB_2618080). Fluorescence microscopy was performed on a Zeiss AxioImager with Apotome. Z-stacks of entire stage 16 embryonic hearts were scanned with a 40X objective and 0.31 µm steps, and all planes for each z-stack were examined to count cells and determine cell division defects. Cell counting and assessment of cell division defects were performed blind (i.e., the individual evaluating cardiac progenitor cell division defects did not know the genotypes of the embryos being assessed) to avoid any potential bias.

### 4.6. Statistical Analysis of Cell Division Defects

Comparison of cell division error rates between genotypes was performed using regression models with the response variable being the proportion of hemisegmental errors for each embryo. Due to violation of regression assumptions, e.g., non-normality and heteroscedasticity, permutation (randomization) tests were conducted using R, version 4.2.2 to obtain reliable *p*-values [146].

For comparing rates between two genotypes, for example, *αTub67C* ^*1*^ and wild-type, the following general linear model was used:

$$Y_{j}=\beta_{0}+\beta_{1}I_{j}+\varepsilon_{j},$$

where $Y_{j}$ is the proportion of hemisegmental errors for embryo *j* and indicator variable $I_{j}$ is 1 if embryo *j* has phenotype *αTub67C ^1^* and 0 otherwise. To obtain a permutation *p*-value for testing $H_{0}:\beta_{1}=0$, the estimate of $\beta_{1}$ for the actual data is compared with the estimates obtained when the genotypes of the embryos are permuted, i.e., the phenotype labels are randomly shuffled among the embryos in the sample. The permutation *p*-value is then p=(n+1)/(N+1) where n is the number of permutation estimates for which $\beta_{1}$ equals or exceeds the estimate for the actual data and N is the number of permutations [147]. In order to obtain highly reproducible *p*-values, $N=10^{6}$ permutations were used for all permutation tests.

For determining if cell division error rates are non-additively related to two gene mutations, for example, to detect synergistic interaction between *Rx* and *jumu*, a general linear model allowing for interaction was used:

$$Y_{j}=\beta_{1}I_{p,j}+\beta_{2}I_{q,j}+\beta_{3}I_{p,j}I_{q,j}+\varepsilon_{j},$$

where $I_{p,j}$ is 1 if the *j*th embryo is heterozygous for the *Rx^CR00377-TG4.^*^2^ mutation and 0 otherwise and $I_{q,j}=1$ only if it is heterozygous for the *jumu^Df(3R)Exel6157^* deficiency. Since synergism is present only if $\beta_{3}\neq 0$, to detect it, $H_{0}:\beta_{3}=0$ was tested using permutation. Since this is a multiple regression model, a somewhat more sophisticated permutation procedure, the Smith procedure (orthogonalization), was employed [148].

### 4.7. Reverse Transcription Quantitative Real-Time PCR (RT-qPCR) Assays

Wild-type embryos and embryos that were homozygous for the *jumu^Df(3R)Exel6157^* deficiency were collected and aged at 25 °C to 6–8 h after egg deposition. Wild-type embryos were obtained simply by crossing wild-type parents, while the *jumu^Df(3R)Exel6157^* homozygotes were selected as GFP-negative embryos using a fluorescence microscope from the progeny of *jumu^Df(3R)Exel6157^ /TM3*, *twi-GAL4 UAS-2EGFP* parents. Approximately 70–80 embryos were pooled and used for each replicate. Embryos were dechorionated by immersion for 5 min in 50% bleach, and rinsed thoroughly in distilled water.

Total RNA was isolated immediately after the dechorionation and rinse step, cDNA was prepared, and RT-qPCR was performed in technical triplicates as described previously [38] using the following primer pair sets from the FlyPrimerBank database [149] for the 21 *jumu*-activated cardiac progenitor cell division-mediating genes: *αTub67C*-PP5028, *Apc2*-PP16425, *barr*-PP13879, *BubR1*-PP28751, *Cdk2*-PA60130, *Cenp-C*-PA60347, *cid*-PP25432, *cmet*-PP3809, *glu*-PP14780, *Incenp*-PP8912, *Klp61F*-PP19242, *mei-S332*-PP15231, *neb*-PP15139, *pav*-PP35876, *pim*-PP10356, *Rx*-PP15393, *scra*-PP35881, *SMC2*-PP16142, *sti*-PP16838, *thr*-PP18025, and *tum*-PP22571. One-tailed, two-sample, unequal variance, heteroscedastic t-tests were used for statistical analysis. Relative gene expression was calculated using the 2^−ΔΔCT^ method [150].

### 4.8. Mapping of Chromatin Immunoprecipitation Data of Cardiogenic Transcription Factors

Chromatin immunoprecipitation (ChIP) data from the modERN database [63] were loaded to the UCSC genome browser track hub [151]. The NCBI Refseq data for the *Drosophila melanogaster* genome (BDGP Release 6 + ISO1 MT/dm6) were used to obtain the gene boundaries for the 21 *jumu*-activated cardiac progenitor cell division-mediating genes and the intergenic regions bounded by the adjacent genes immediately 5′ and 3′ to them. ChIP binding site peaks during embryonic stages for the cardiogenic TFs Jumu, Myb, Tin, Tup, Twi, Su(H), Pnt, Mad, and Hand were then plotted in each of these 21 genomic intervals.

### 4.9. Inference of Interaction Networks Using MIST Resource

The MIST resource [85] was queried with a gene set comprising *polo* and the 21 *jumu*-activated cardiac progenitor cell division-mediating genes using the following parameters:

- Species/model organism of interest: *Drosophila* (*D. melanogaster*).
- Search type: Protein list (find interactors within input).
- Networks to search: Protein–protein interactions; Interologs: protein–protein interaction from other species; Genetic interactions; and Interologs: genetic interactions from other species (with low-rank results filtered out for all four searched networks).

## Figures and Tables

**Figure 1:**
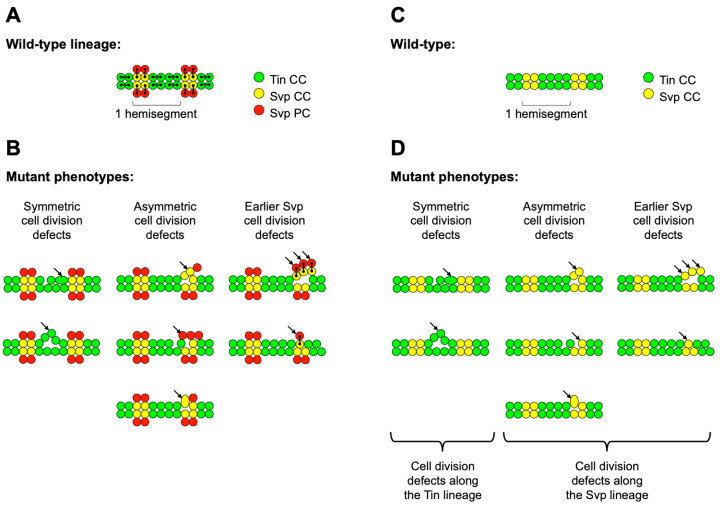
Schematic showing cell lineage relationships in a wild-type *Drosophila* embryonic heart and the expected phenotypes due to defects in cardiac progenitor cell division. (**A**) Lines connect daughter cells arising from the division of each progenitor cell in a wild-type heart. (**B**) Defects in symmetric cell division would result in an increase or reduction in the expected number of four Tin-CCs per hemisegment. Defective asymmetric cell division would result in an increase or reduction in the number of Svp-CCs accompanied by a corresponding decrease or increase in the number of Svp-PCs, or larger Svp-CC nuclei with missing corresponding Svp-PCs due to errors in karyokinesis. Errors at the earlier stage of cell division that produces the two Svp progenitors would result in hemisegments with either one or three pairs of Svp-CCs and Svp-PCs instead of the customary two pairs. (**C**) A wild-type heart where the Svp-PCs cannot be visualized. (**D**) The same set of symmetric, asymmetric, and earlier cardiac progenitor cell division defects that were illustrated in (**B**), in a context where the Svp-PCs cannot be visualized. Note that certain asymmetric cell division defects cannot be distinguished from earlier cardiac progenitor cell division defects when Svp-PCs cannot be detected. Cardiac progenitor cell division defects are indicated by arrows in (**B**,**D**).

**Figure 2:**
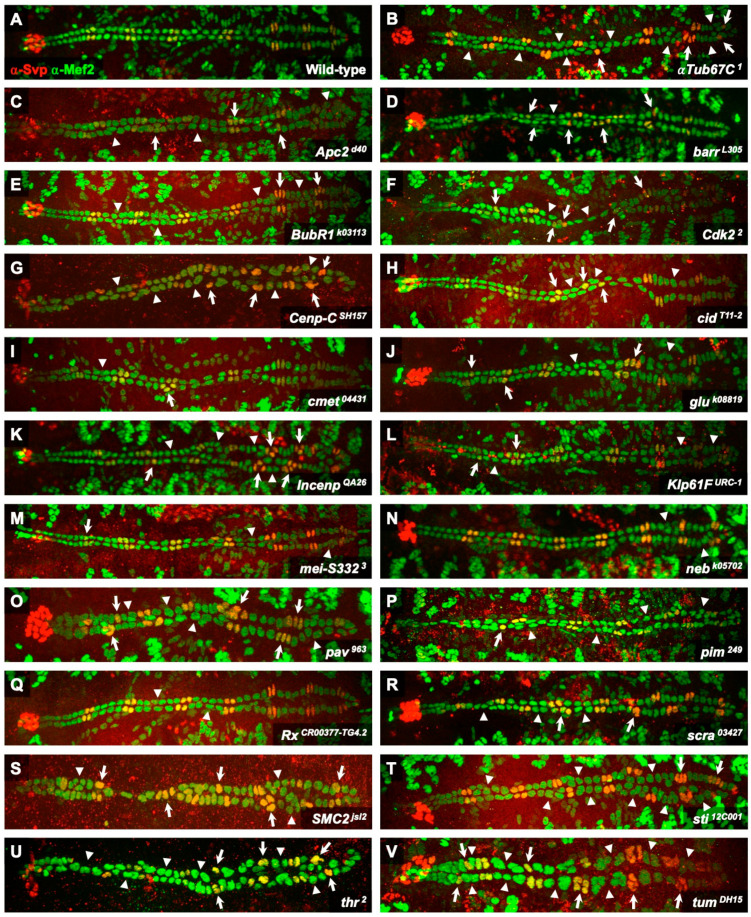
Cardiac progenitor cell division defects associated with mutations in 21 *jumu*-activated genes. (**A**) A heart from a wild-type embryo showing hemisegments consisting of two Svp-CCs (yellow) and four Tin-CCs (green). (**B**–**V**) Hearts from embryos homozygous for null or strongly hypomorphic mutations of the *jumu*-activated genes *αTub67C* (**B**), *Apc2* (**C**), *barr* (**D**), *BubR1* (**E**), *Cdk2* (**F**), *Cenp-C* (**G**), *cid* (**H**), *cmet* (**I**), *glu* (**J**), *Incenp* (**K**), *Klp61F* (**L**), *mei-S332* (**M**), *neb* (**N**), *pav* (**O**), *pim* (**P**), *Rx* (**Q**), *scra* (**R**), *SMC2* (**S**), *sti* (**T**), *thr* (**U**), and *tum* (**V**) exhibiting cardiac progenitor cell division defects along both the Svp lineage (arrows) that correspond to asymmetric or earlier cell division errors, and the Tin lineage (arrowheads) that correspond to symmetric cell division errors.

**Figure 3:**
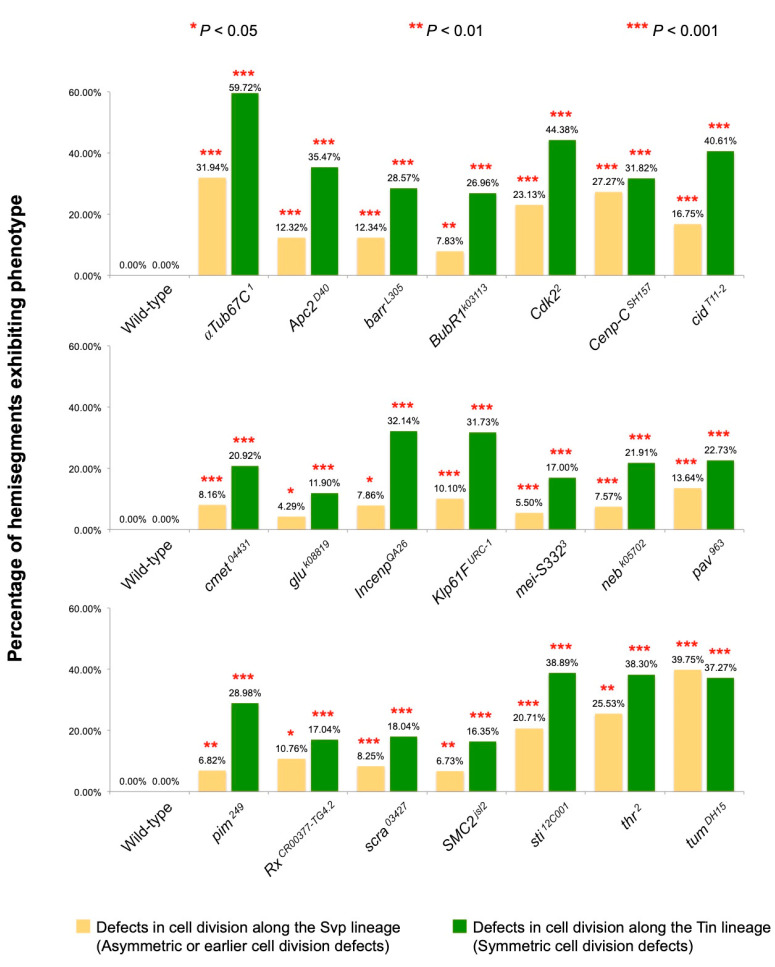
Percentage of hemisegments exhibiting cardiac progenitor cell division defects along the Svp lineage (yellow) and Tin lineage (green) for mutations in 21 *jumu*-activated genes. The number of embryos and hemisegments, respectively, examined for each genotype are as follows: wild-type = 14 and 196, *αTub67C* ^*1*^ = 12 and 144, *Apc2^d40^* = 16 and 203, *barr^L305^* = 12 and 154, *BubR ^k03113^* = 17 and 230, *Cdk2^2^*= 14 and 160, *Cenp-C* ^*SH157*^ = 14 and 176, *cid ^T11-2^* = 15 and 197, *cmet* ^*04431*^ = 15 and 196, *glu^k08819^* = 15 and 210, *Incenp^QA26^* = 10 and 140, *Klp61F^URC-1^* = 15 and 208, *mei-S332^3^* = 15 and 200, *neb^k05702^* = 18 and 251, *pav^963^* = 8 and 110, *pim^249^* = 14 and 176, *Rx ^CR00377-TG4.2^* = 17 and 223, *scra ^03427^* = 14 and 194, *SMC2 ^jsl2^* = 15 and 208, *sti^12C001^* = 15 and 198, *thr^2^* = 7 and 94, and *tum ^DH15^* = 14 and 161. The relative significance of each type of cell division defect in the mutants compared with wild-type is shown.

**Figure 4:**
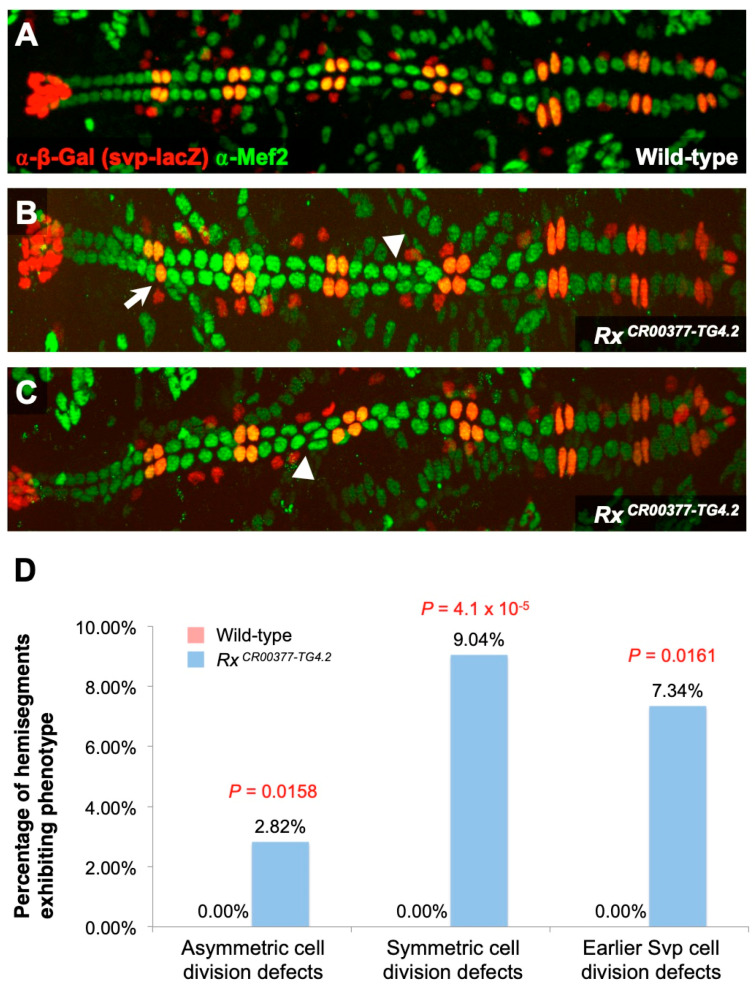
Cardiac progenitor cell division defects associated with an *Rx* hypomorphic mutation. (**A**) A heart from an otherwise wild-type embryo bearing one copy of the *svp-lacZ* enhancer trap showing hemisegments consisting of four Tin-CCs (green), two Svp-CCs (yellow), and two Svp-PCs (red). (**B**,**C**) Hearts from embryo homozygous for the *Rx ^CR00377-TG4.2^* hypomorphic mutation (and also carrying one copy of the *svp-lacZ* enhancer trap) exhibiting both cardiac progenitor symmetric cell division defects (arrowheads) and defects at an earlier round of cell division specifying the number of Svp progenitors (arrows). In these images (derived by flattening z-stacks), a few Svp-PCs are hidden underneath the CCs or appear quite faint in certain hemisegments, but all were clearly discernible in the individual planes of the z-stacks from which the images were obtained. (**D**) Percentage of hemisegments exhibiting each type of cardiac progenitor cell division defect in embryos that are wild-type (*n* = 196 hemisegments) or homozygous for the *Rx ^CR00377-TG4.2^* mutation (*n* = 177 hemisegments). The significance of each type of cell division defect in the *Rx* mutants compared with wild-type is shown.

**Figure 5:**
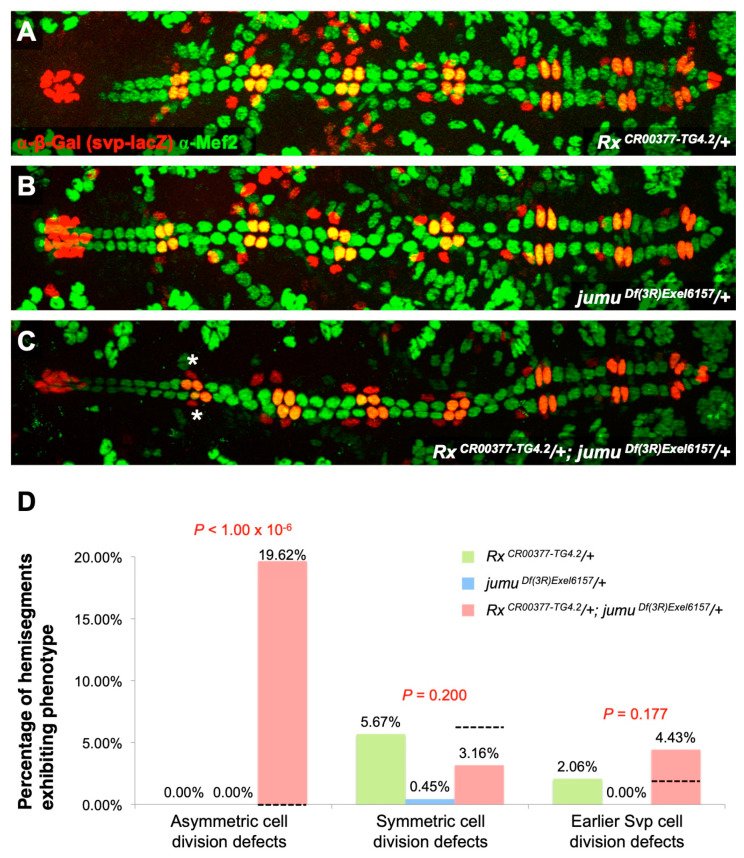
*Rx* exhibits synergistic genetic interactions with *jumu* in mediating asymmetric cardiac progenitor cell divisions. Representative hearts from embryos (**A**) heterozygous for the *Rx ^CR00377-TG4.2^* mutation, (**B**) heterozygous for the *jumu^Df(3R)Exel6157^* deficiency, and (**C**) doubly heterozygous for both the *Rx ^CR00377-TG4.2^* mutation and the *jumu^Df(3R)Exel6157^* deficiency. All of these embryos carry one copy of the *svp-lacZ* enhancer trap, thereby allowing the identification of Tin-CCs (green), Svp-CCs (yellow), and Svp-PCs (red). In these images (derived by flattening z-stacks), a few Svp-PCs are hidden underneath the CCs or appear quite faint in certain hemisegments, but all were clearly discernible in the individual planes of the z-stacks from which the images were obtained. Asymmetric cell division defects are denoted by asterisks. (**D**) The percentage of hemisegments exhibiting each type of cardiac progenitor cell division defect in embryos that are heterozygous for the *Rx ^CR00377-TG4.2^* mutation (*n* = 194 hemisegments), heterozygous for the *jumu^Df(3R)Exel6157^* deficiency (*n* = 224 hemisegments), or doubly heterozygous for both the *Rx ^CR00377-TG4.2^* mutation and the *jumu^Df(3R)Exel6157^* deficiency (*n* = 158 hemisegments). The black dashed line indicates the expected results in the double heterozygotes if the phenotypes were purely additive.

**Figure 6:**
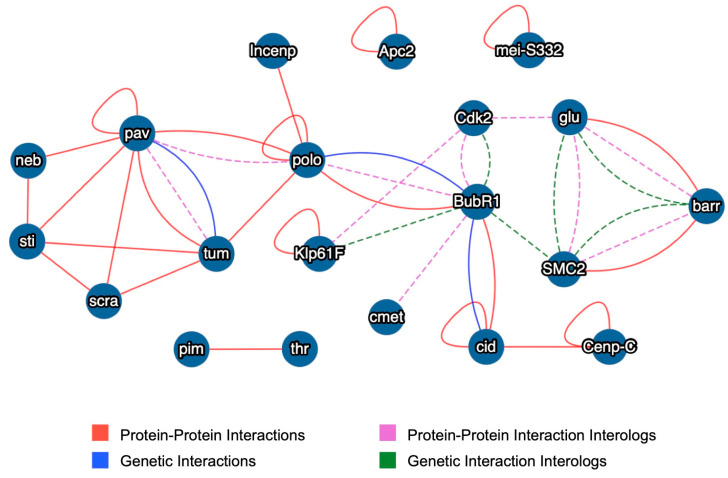
Inferred interaction networks derived by querying the MIST resource with a gene set comprising *polo* and the 21 *jumu*-activated cardiac progenitor cell division-mediating genes. Known protein–protein interactions and genetic interactions in *Drosophila* are illustrated as red and blue unbroken lines, respectively. Inferred protein–protein interaction interologs and genetic interaction interologs based on orthologous model systems are shown as purple and green dashed lines, respectively.

**Table 1:** *jumu*-activated genes selected for phenotypic analysis.

Gene	log_2_FoldChange ^1^	*p*-Value ^2^	FDR ^2^
*αTub67C*	−0.952490176	0.000867	0.00578
*Apc2*	−0.639416425	3.91 × 10^−10^	8.498 × 10^−9^
*barr*	−0.869589586	1.83 × 10^−27^	1.24 × 10^−25^
*BubR1*	−1.07030746	5.28 × 10^−27^	3.47 × 10^−25^
*Cdk2*	−0.858035426	4.32 × 10^−11^	1.03 × 10^−9^
*Cenp-C*	−1.051992964	7.11 × 10^−28^	4.84 × 10^−26^
*cid*	−0.55623802	2.40 × 10^−5^	0.000242
*cmet*	−0.692319454	1.33 × 10^−17^	5.41 × 10^−16^
*glu*	−1.110534588	1.31 × 10^−37^	1.28 × 10^−35^
*IncenP*	−0.922209804	1.90 × 10^−21^	9.85 × 10^−20^
*Klp61F*	−0.554131891	8.16 × 10^−10^	1.71 × 10^−8^
*mei-S332*	−0.883435396	3.81 × 10^−18^	1.61 × 10^−16^
*neb*	−0.973540901	5.11 × 10^−23^	2.87 × 10^−21^
*pav*	−0.968485941	5.44 × 10^−36^	5.05 × 10^−34^
*pim*	−1.289603484	8.26 × 10^−22^	4.35 × 10^−20^
*Rx*	−3.294594189	6.71 × 10^−92^	2.39 × 10^−89^
*scra*	−1.042234664	4.60 × 10^−17^	1.82 × 10^−15^
*SMC2*	−1.095214765	2.59 × 10^−22^	1.41 × 10^−20^
*sti*	−1.291936939	2.90 × 10^−60^	5.52 × 10^−58^
*thr*	−0.679554768	2.06 × 10^−10^	4.63 × 10^−9^
*tum*	−1.221556643	1.20 × 10^−55^	1.94 × 10^−53^

^1^ The log_2_FoldChange column displays the relative reduction in the expression level of each gene in *jumu*-deficient mesodermal cells compared to wild-type cells. ^2^ The *p*-value and FDR (False Discovery Rate) columns exhibit the significance of these changes in expression levels.

## Data Availability

The original contributions presented in the study are included in the article and Supplementary Materials. The RNA-seq data are available from the Gene Expression Omnibus with the accession number GSE275809.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms252312933/s1.

# Supplementary material for: Genome-Wide Expression Profiling and Phenotypic Analysis of Downstream Targets Identify the Fox Transcription Factor Jumeau as a Master Regulator of Cardiac Progenitor Cell Division
**Source:** Int J Mol Sci. 2024 Dec 1;25(23):12933. doi: 10.3390/ijms252312933

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

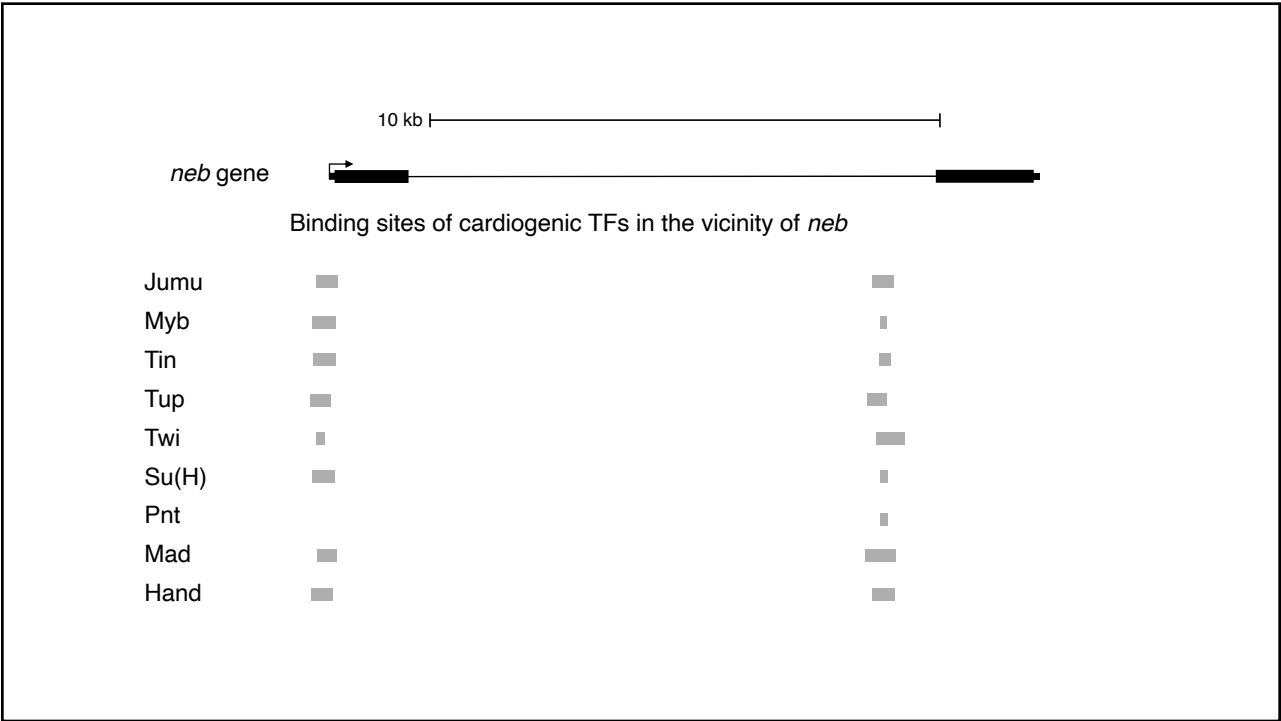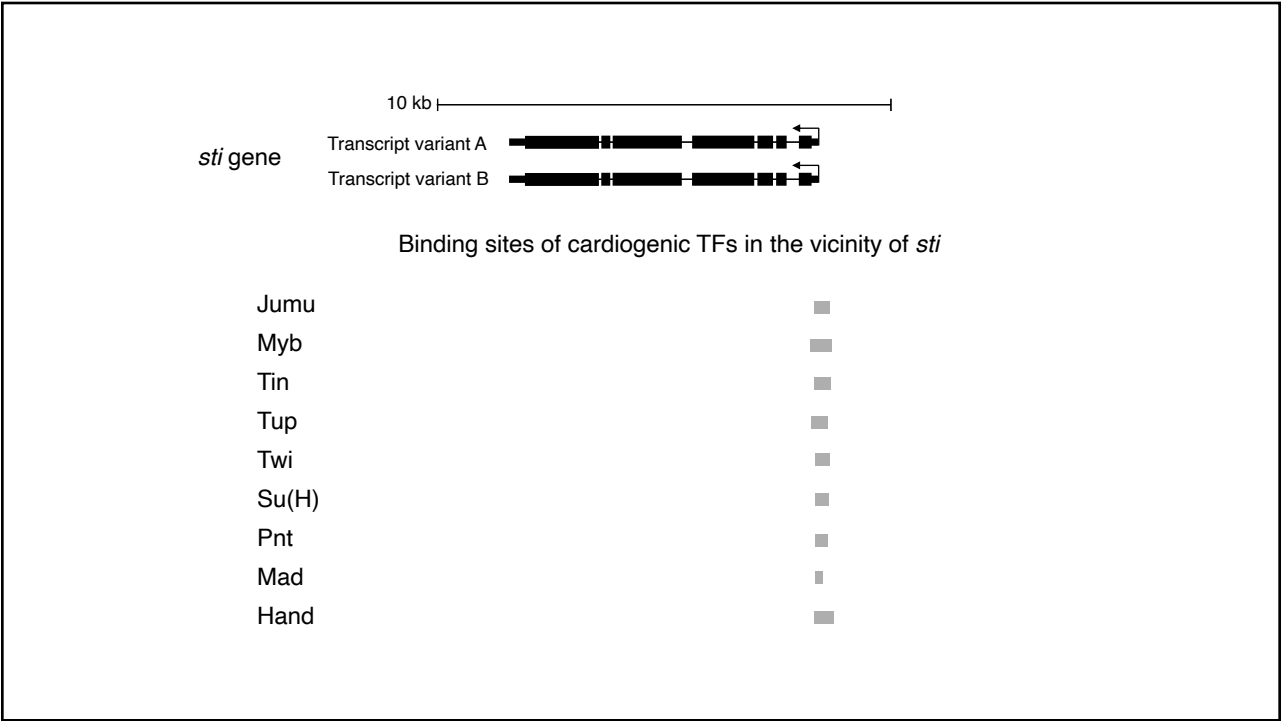

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

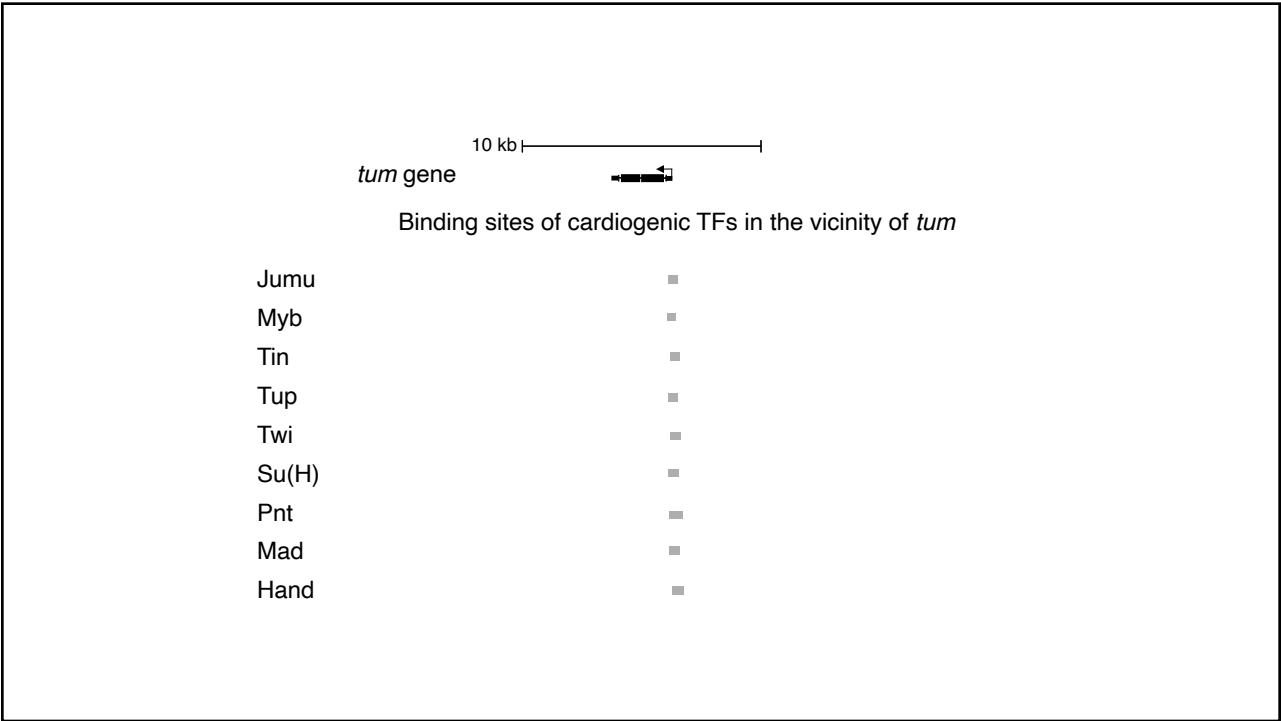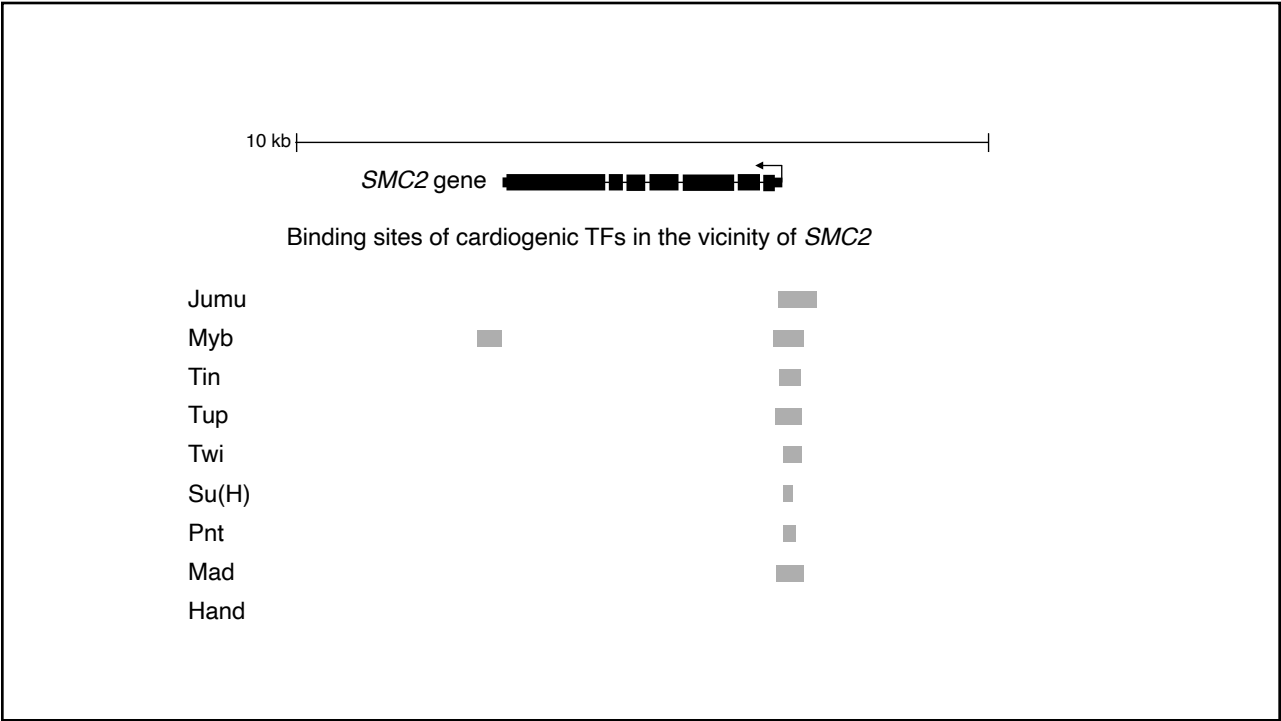

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

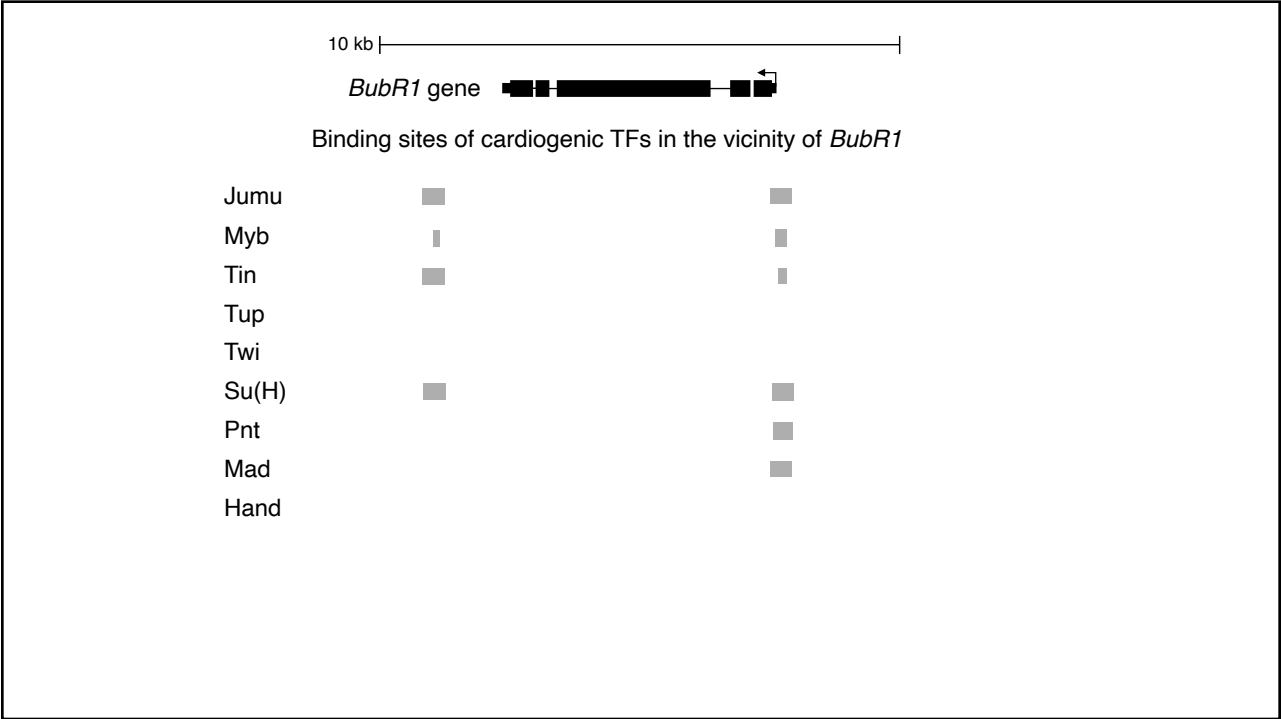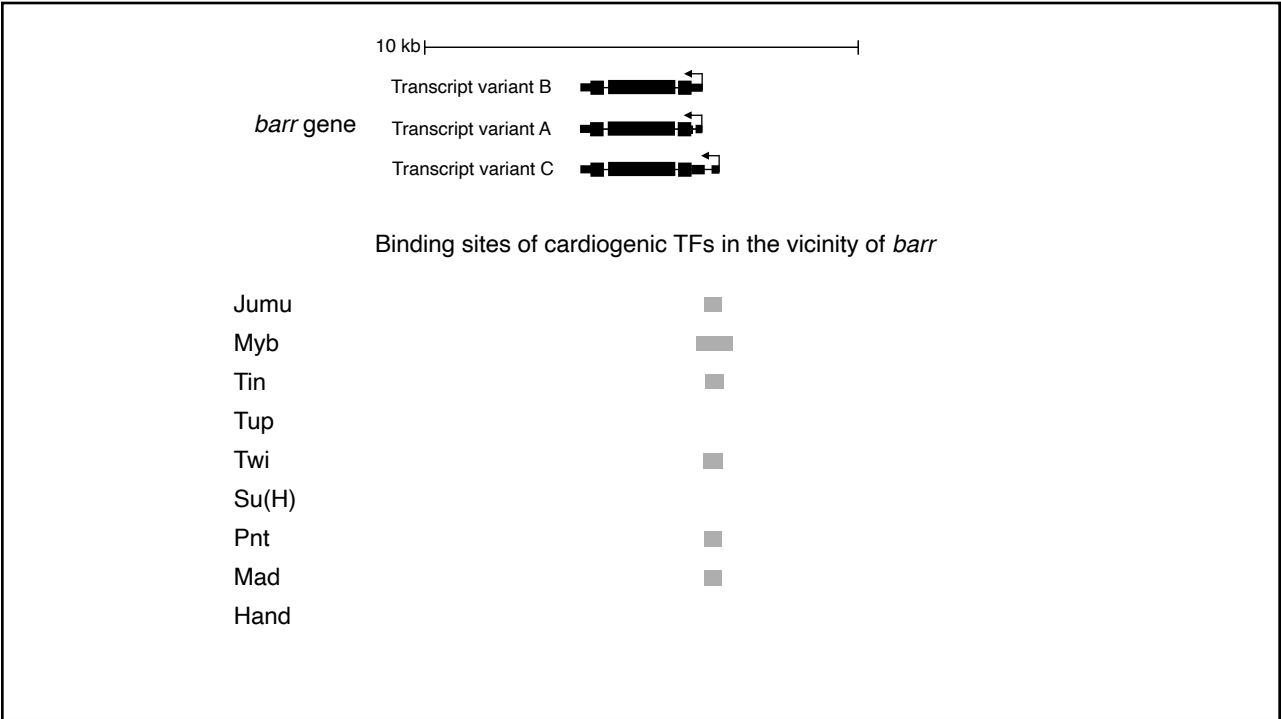

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

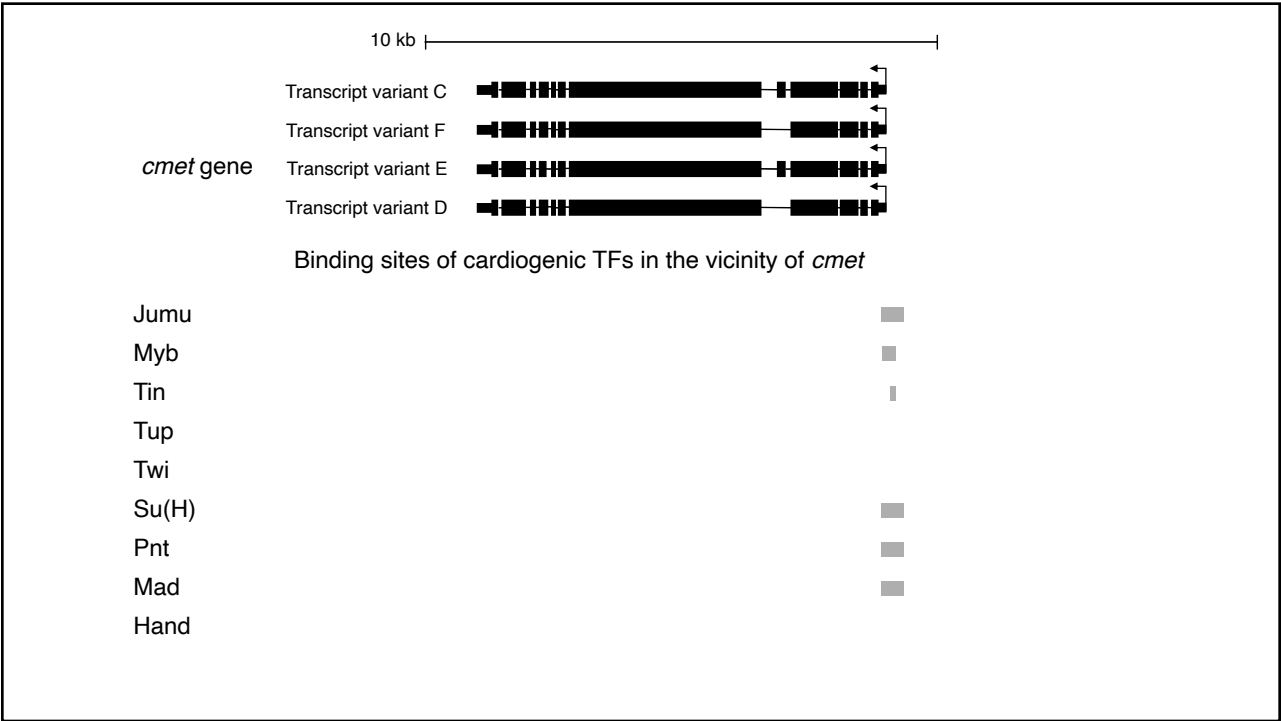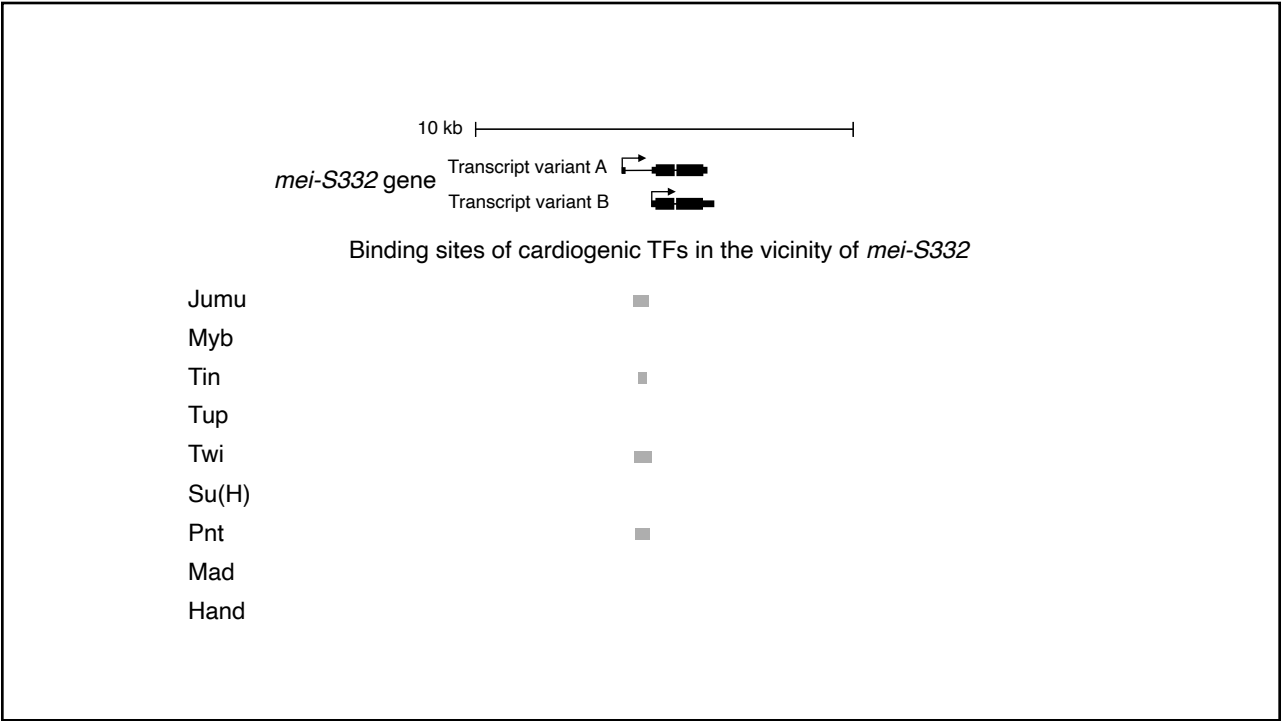

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

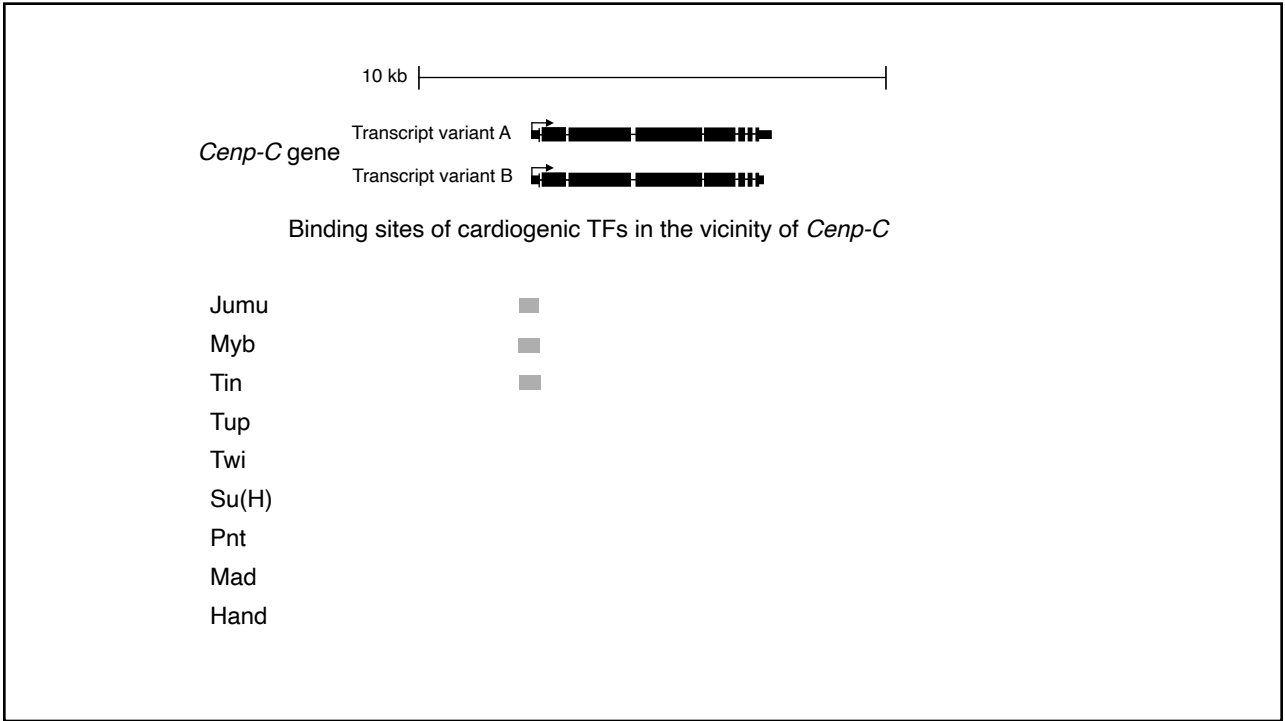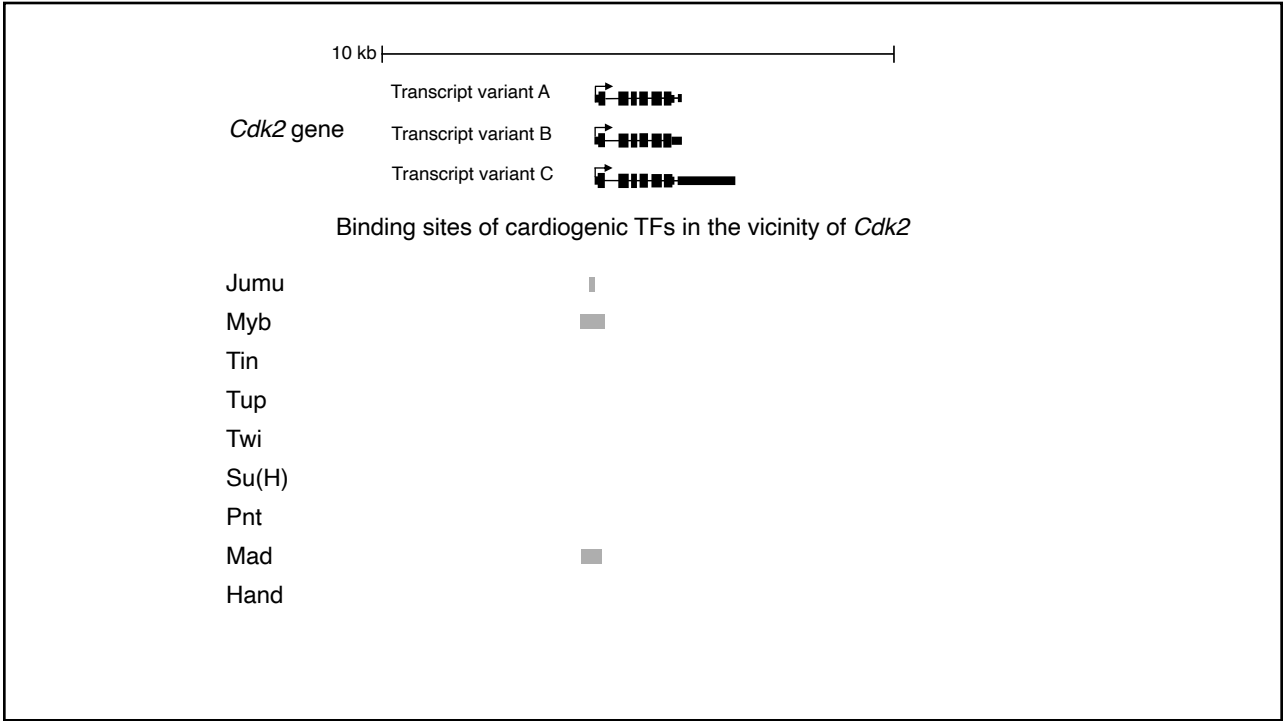

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

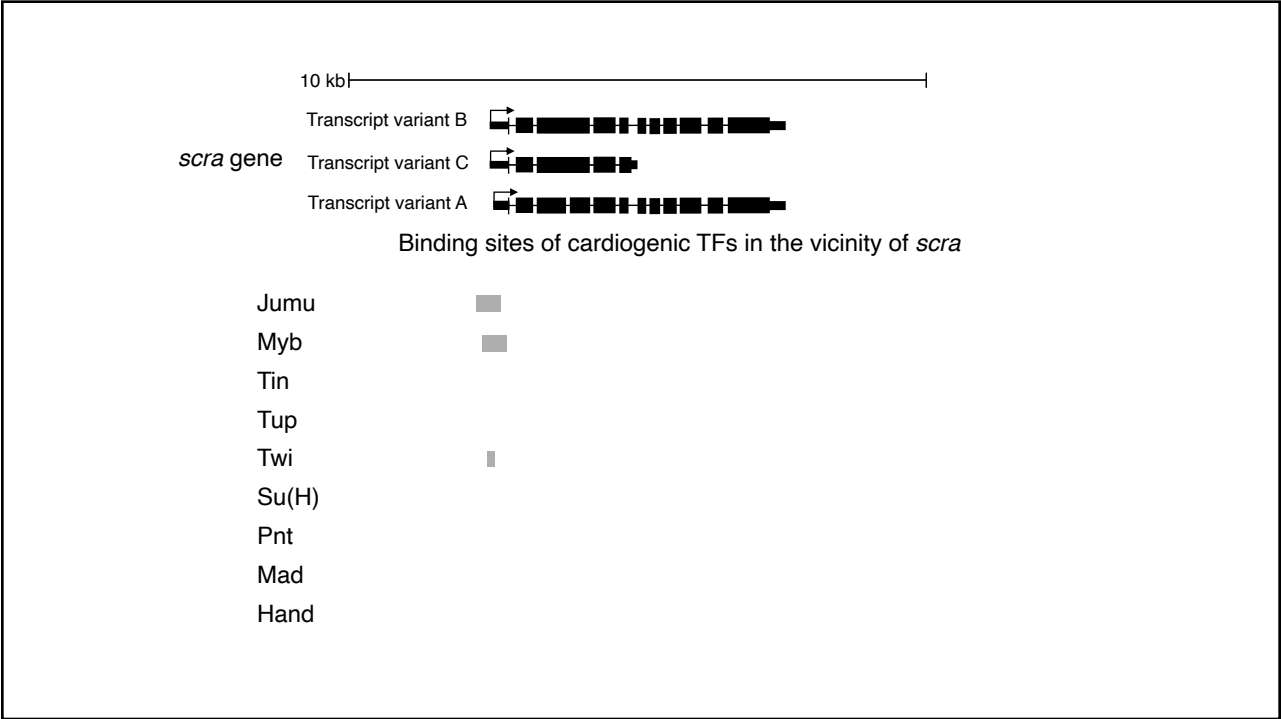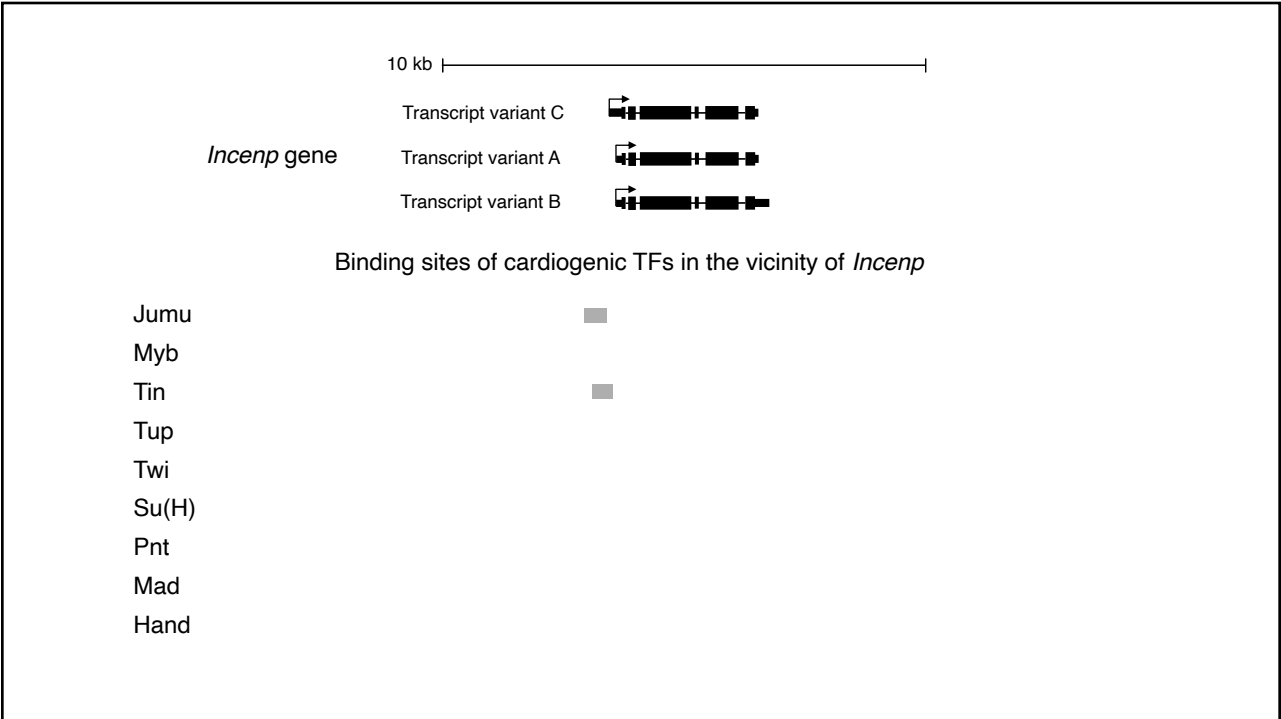

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

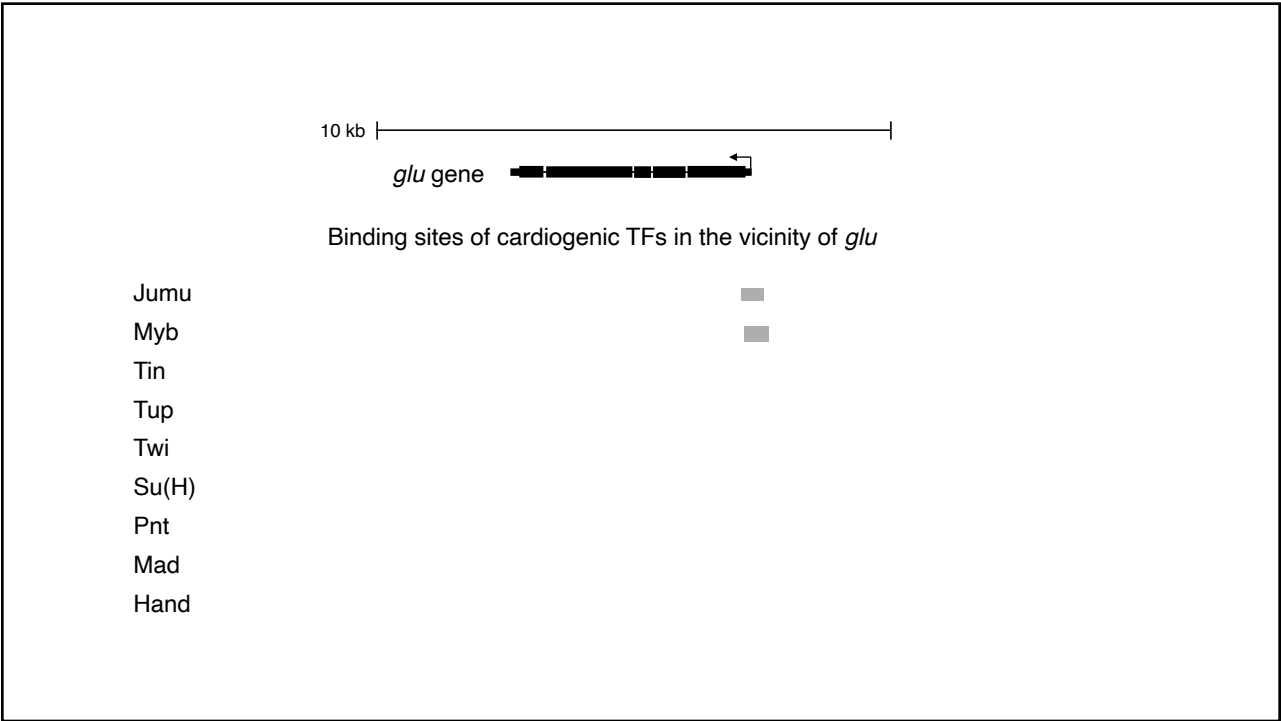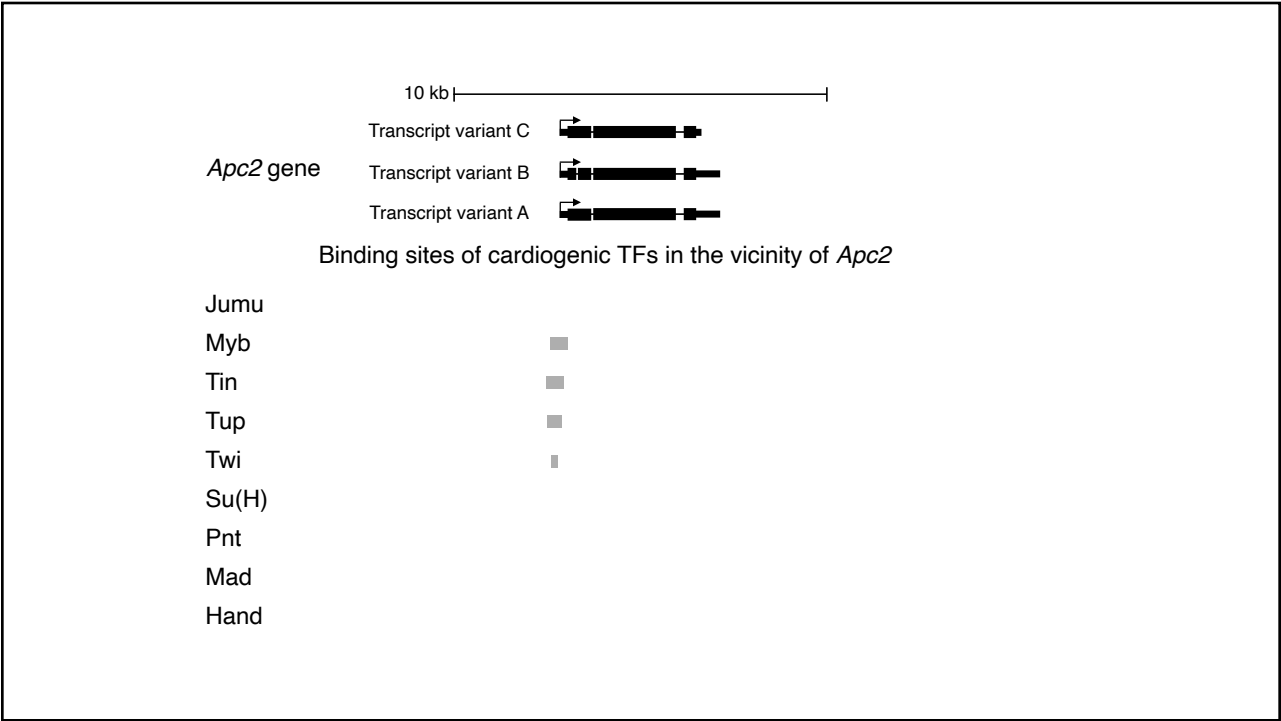

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

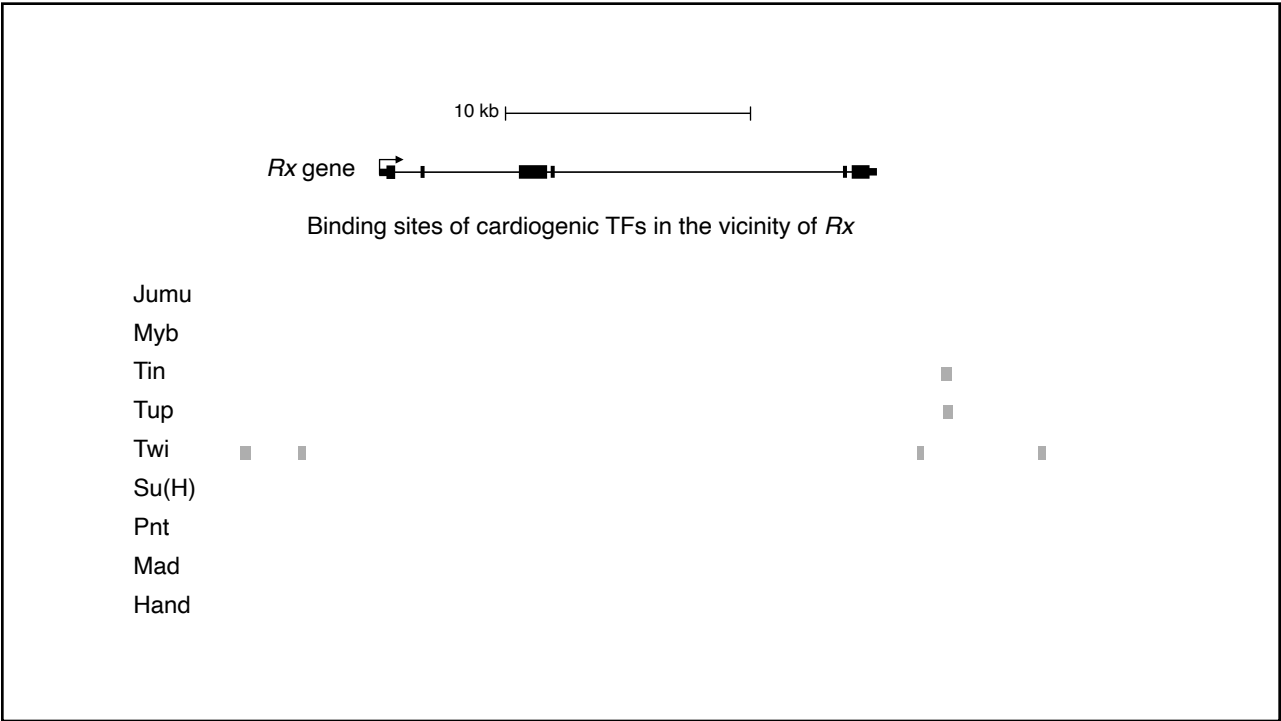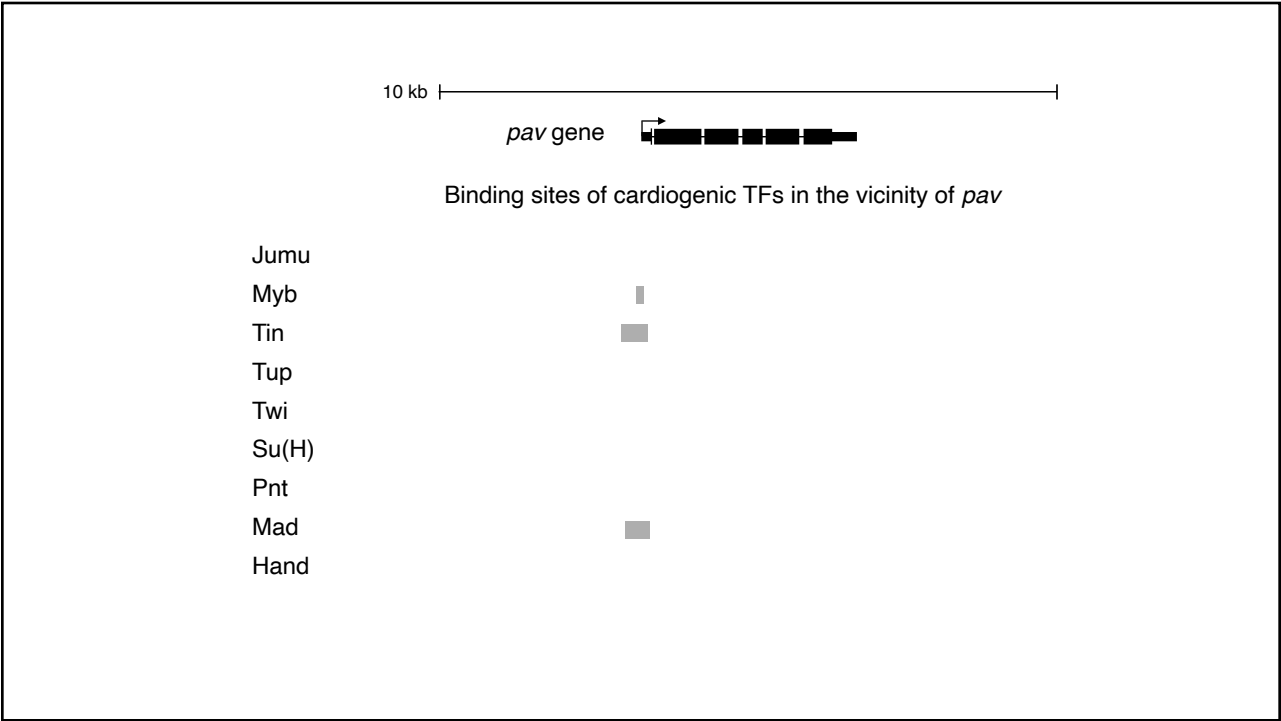

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

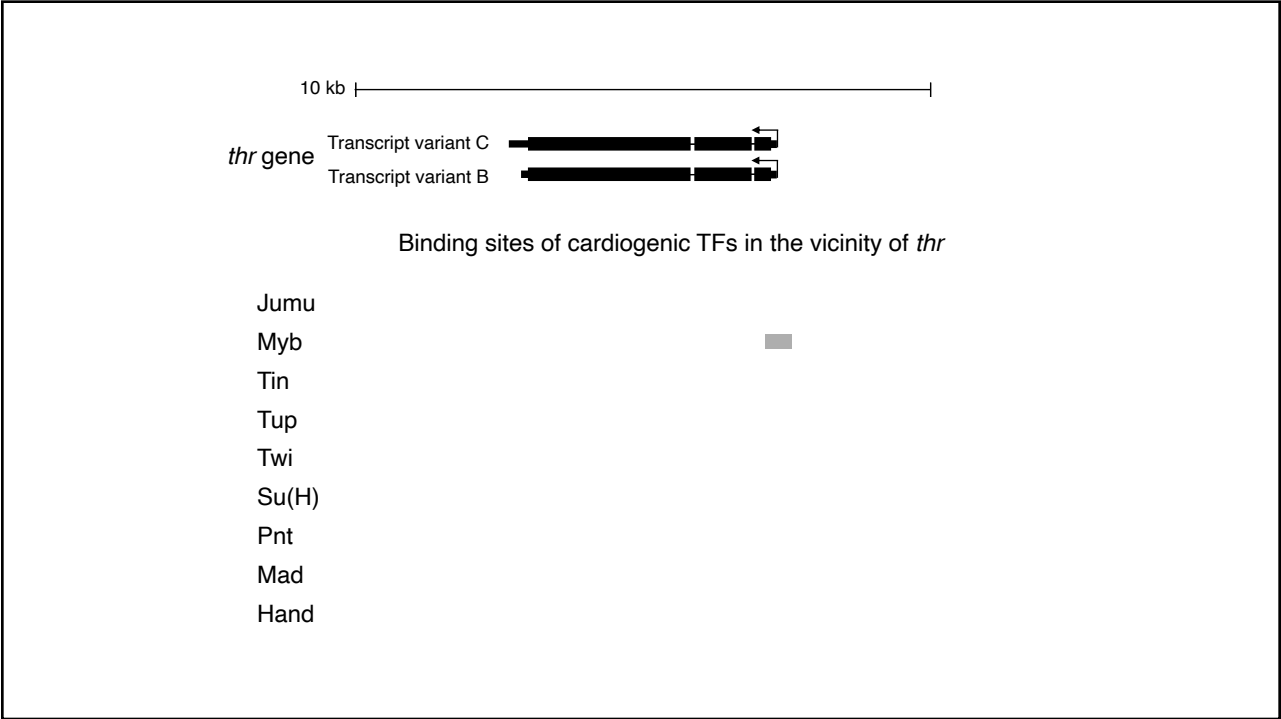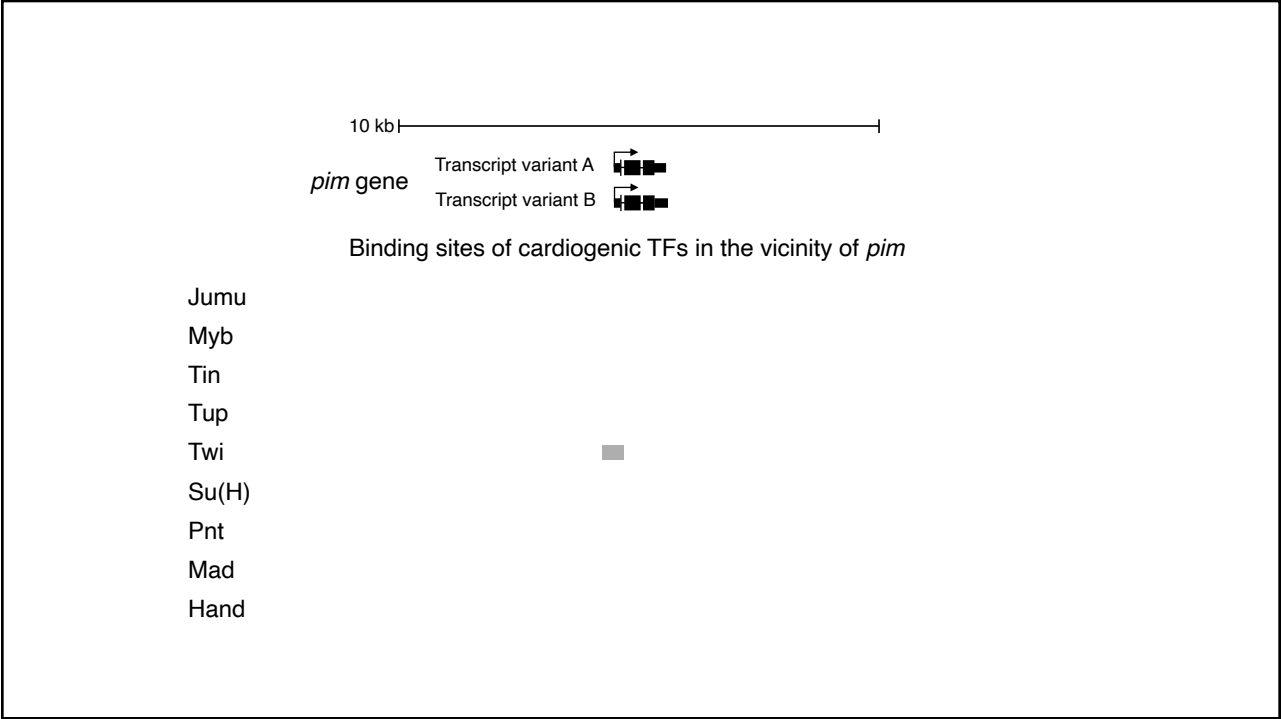

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

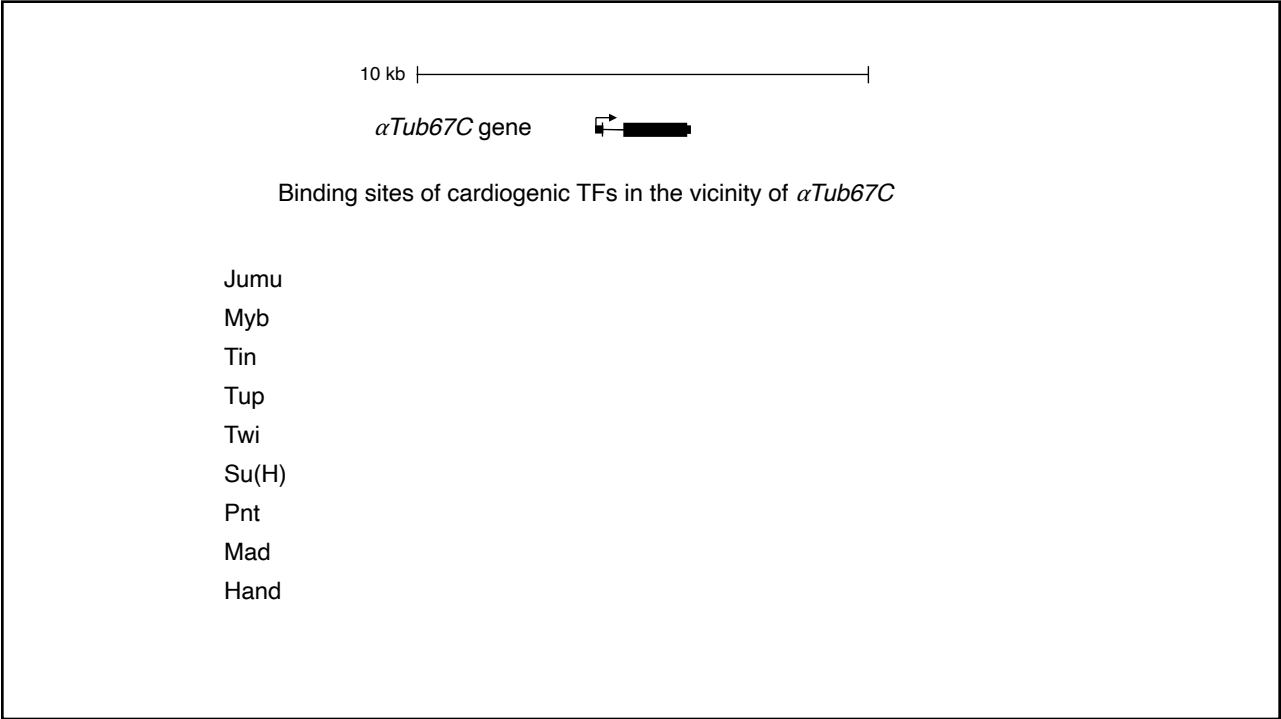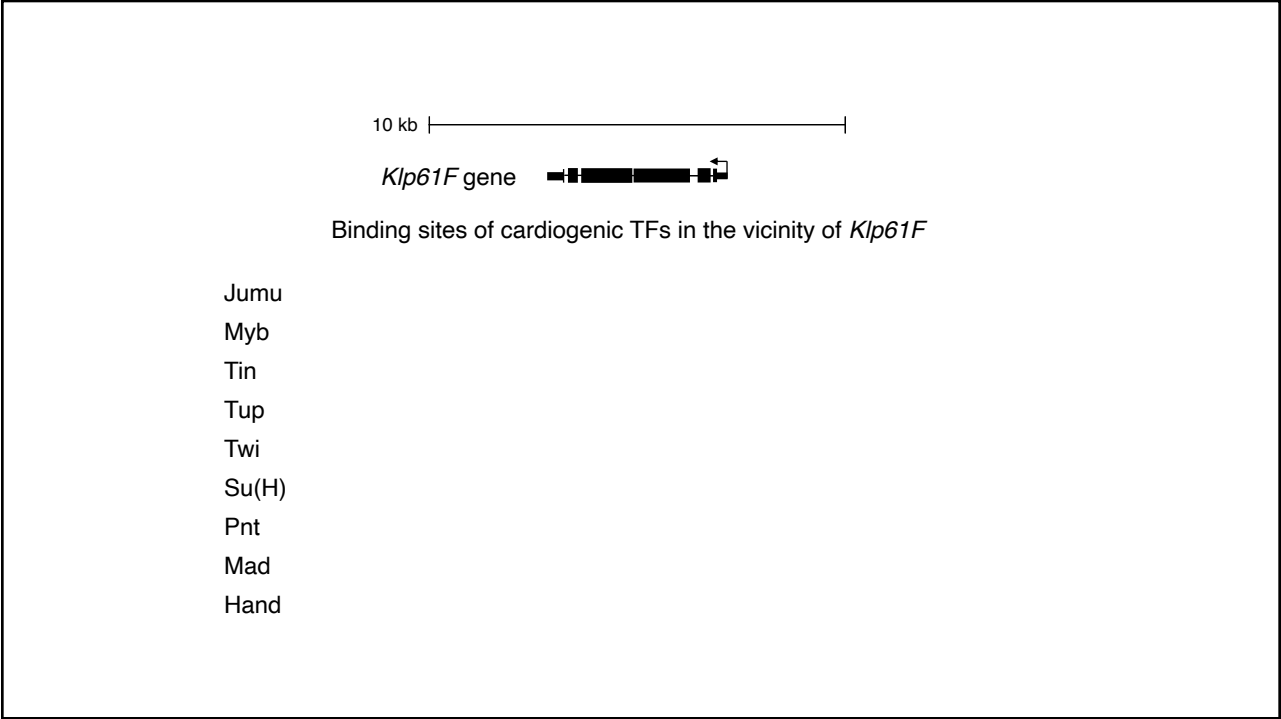

Mapping of cardiogenic transcription factor binding sites in the vicinity of 21 *jumu*-activated cardiac progenitor cell division-mediating genes

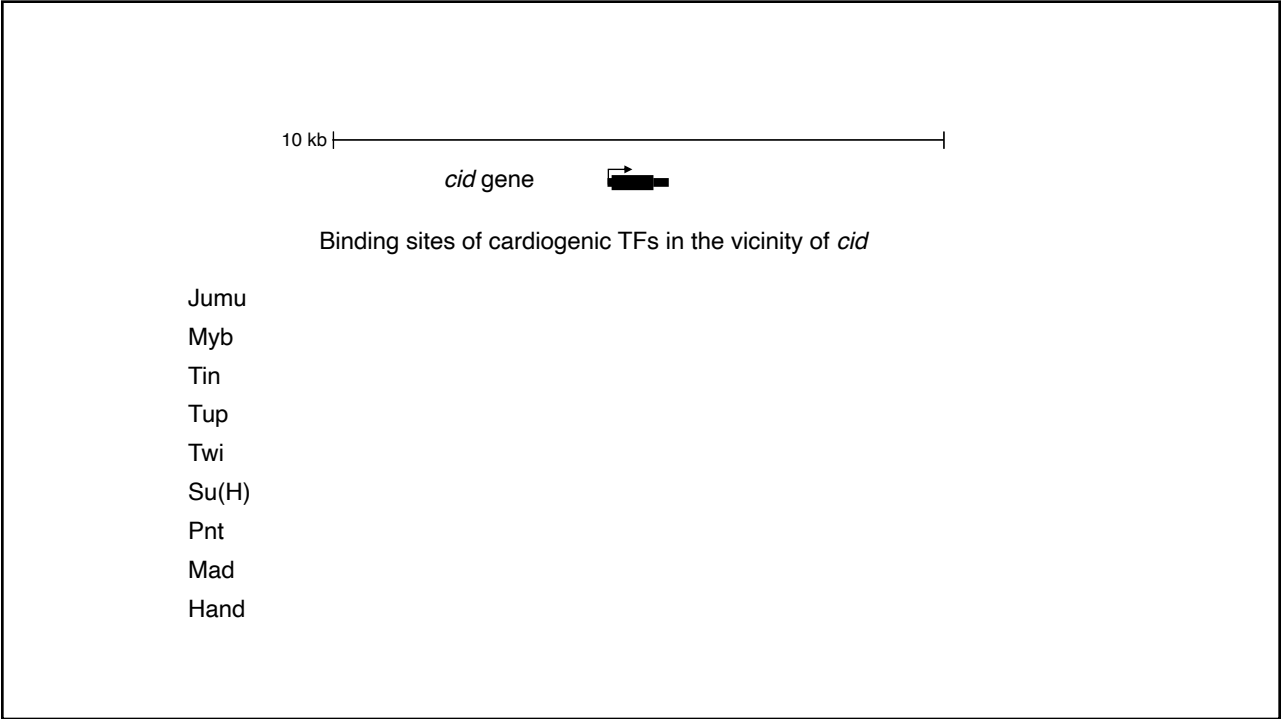

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

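RNA was measured in GFP-sorted mesodermal cells of 6 genotypes with 4 biological replicates each, 24 samples in all. The paper's comparison uses 8 of them, the wild-type and the *jumu* loss-of-function samples. The other 4 genotypes are *CHES-1-like* loss-of-function, the double loss-of-function of both Fox genes, and overexpression of *jumu* or of *CHES-1-like* driven by *twi-GAL4*. Genotype and replicate number of each sample were taken from the sample labels and the paper's methods, and each column of the count table was matched to its sample by name.

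The authors made stranded total RNA libraries, sequenced them, mapped the reads to Release 6 of the *Drosophila* genome with TopHat2 at default parameters, and deposited one table of whole-number counts per gene without normalization, with 17476 genes. The paper's text does not name the tool that made the counts from the mapped reads or whether it used the strand. Everything else was computed here from these counts. Positions come from the Ensembl annotation of the same Release 6 assembly (version 6.54, release 115), which holds 17199 of the 17476 gene identifiers; the other 277 were used in all tests without a position. The annotation was also used to find genes that overlap another gene. The counts of all such genes are uncertain, including those named below without a mark, such as *fz*, *CHES-1-like*, *Frq2*, *Muc11A*, *CG14416*, *CG32238*, *CR45371*, *CG7311* and *Cyp4p2*.

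Each genotype was compared with wild-type in R 4.3.3 with edgeR 4.0.16, using only the 8 samples compared. TMM factors were computed over all genes, genes with at least 1 count in the samples compared were fitted, and p-values from the quasi-likelihood test were adjusted by the Benjamini-Hochberg method over all 17476 genes. The 30% of genes with the lowest average log2 CPM were then excluded, following Section 4.3 of the paper. The paper's criteria were used, an FDR below 0.1 with a log2 fold change beyond 1 or −1 (stringent) or beyond 0.5 or −0.5 (relaxed). The interaction of *jumu* and *CHES-1-like* loss was fitted over the 16 wild-type, single and double loss-of-function samples. Standard errors of log2 fold changes were derived from the F statistics of the same fits. Normalized levels in CPM use the TMM factors of the samples compared, unless all 24 samples are named. For lists of marker genes written before the data were seen, a score was computed per sample as the mean log2 CPM with a prior count of 2, and groups were compared by a two-sided exact permutation test over the 70 ways to divide 8 samples, with 0.0286 as the smallest p-value. All genes on the G2/M (35), S-phase (31), myofibril (20) and neural (20) lists were found in the table, and the Table 1 gene on the G2/M list was left out. Chromosome arms were compared by Fisher's exact test.

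Total counts per sample ranged from 15713045 to 72519855 in wild-type, from 16513206 to 70847819 in *jumu* loss-of-function, from 15197022 to 71242642 in *CHES-1-like* loss-of-function, from 20467596 to 56546986 in double loss-of-function, from 24128278 to 67831491 in *jumu* overexpression and from 22730404 to 62534670 in *CHES-1-like* overexpression. A fold change against a group with at most 3 counts in every sample was computed against 3 counts and is given as a lower bound. Such bounds cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of samples within a genotype had counts that differed by less than sampling noise (36 pairs compared), so all 4 replicates of each genotype were counted separately.

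The alternatives tried were DESeq2 1.42.0 and edgeR's exact test in place of the quasi-likelihood test, RLE factors or library totals in place of TMM factors, other filters on low expression or none, an FDR below 0.05, 1 fit of all 24 samples, the replicate number as a block, and each sample left out in turn. For the scores, another prior count of 0.5, lists without the lowest genes, and separate wild-type samples were tried. Scaling by the totals of protein-coding genes, or by totals without the 138 annotated ribosomal RNA genes, was added after seeing the data. The replicate numbers that serve as a block are those of the sample labels, which number the replicates 1 to 4 in each genotype; neither the labels nor the paper states that samples with the same number were collected or processed together.

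The fits were tested on simulated data in which 200 of the 12234 genes tested were changed by known amounts. The quasi-likelihood test recovered 200 of the 200 and called 11 others. The interaction fit recovered 200 of 200, called 6 others, and called 0 of 500 genes changed by *jumu* loss but not by the interaction. An effect of *CHES-1-like* loss alone was not simulated. The simulated changes were well beyond the relaxed fold change, in genes not of low expression, with the same dispersion for every gene. Recovery near the threshold or at low counts was therefore not tested. The genes named in the text were set by a rule written before the data were seen: every gene the paper names that a result concerns, the genes of the annotation clusters the paper names, the genes next to *jumu* that the deficiency removes, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall in edgeR's log2 fold change among genes past the stringent criteria whose groups did not overlap. Which genes the deficiency removes is not stated in the paper's text, so the genes beside *jumu* were chosen after their values were seen. Functional enrichment was not repeated, because the annotation terms were not used here. The phenotypes, the RT-qPCR measurements and the binding data of the paper were not analysed here.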

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

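None of the tests in this part was chosen only after its result was seen. In 4 of the 74 groups of 4 samples examined, 1 sample lay far from the other 3 by Dixon's criterion, and about 3.7 such groups are given by chance alone. The total count of *jumu* overexpression replicate 4 was 67831491, against 24128278 to 28799675 in the other replicates. Without that replicate, 1773 genes passed the relaxed criteria in *jumu* overexpression, against 1917 with it. The log2 CPM of *BubR1* in wild-type replicate 1 was 6.13, against 6.21 to 6.22 in the other wild-type samples, and that of *Rx* was 2.77, against 2.96 to 2.98. Without wild-type replicate 1 the log2 fold changes in *jumu* loss-of-function were −1.04 for *BubR1* and −3.25 for *Rx*, and both genes still passed the stringent criteria. The log2 CPM of *fz* in double loss-of-function replicate 2 was 7.04, against 6.79 to 6.81, and without that replicate the log2 fold change of *fz* was −0.33 in place of −0.26. No biological explanation was tested for these samples, since the replicates of a genotype do not differ in any stated condition.

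The series holds 4 genotypes that the paper does not report, and each differed from wild-type in many genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1887 genes passed the relaxed criteria in *CHES-1-like* loss-of-function (763 higher, 1124 lower), 3024 in double loss-of-function (1459 higher, 1565 lower), 1917 in *jumu* overexpression (978 higher, 939 lower) and 4054 in *CHES-1-like* overexpression (2038 higher, 2016 lower). The targeted genes moved in the direction of the labels: *CHES-1-like* had a log2 fold change of −7.39 in *CHES-1-like* loss-of-function and 3.32 in *CHES-1-like* overexpression, *jumu* had 2.48 in *jumu* overexpression, and in double loss-of-function they had −7.21 and −2.47. The 4 samples of each group did not overlap for these values. For each of the 4 comparisons, the true division was the only 1 of the 8 divisions parting all 4 same-numbered pairs that gave as many genes, a share of 0.125, the lowest that 8 divisions allow, so these divisions cannot show whether chance gives as many. The other 27 divisions keep some same-numbered samples together; the most they gave was 12 genes, in *CHES-1-like* loss-of-function.

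The genes with the largest log2 fold changes from edgeR in these genotypes, a measure that favours genes with close to 0 counts in a group, overlap with those of *jumu* loss-of-function. *mthl8*, *Nach* and *tomboy20* were at least 393-fold, 508-fold and 36.8-fold higher in double loss-of-function. *CngA* was at least 2081-fold lower there. *mthl8* was also at least 67.9-fold higher in *jumu* overexpression and 82.4-fold in *CHES-1-like* overexpression. The largest rises in *jumu* overexpression were in *Muc55B* (at least 200.1-fold) and *CG14736* (at least 121-fold), and the largest in *CHES-1-like* overexpression was in *Ir64a* (at least 209-fold). *CG33337* was at least 113-fold lower in *CHES-1-like* loss-of-function, and *Frq2* was 151-fold higher. The other genes with the largest rises were *Muc11A*, *LysX* and *CG14416* in *CHES-1-like* loss-of-function, *CR45879* and *CG15800* in double loss-of-function, *CR45371* and *CG14332* in *jumu* overexpression, and *CG14332*, *CR45743* and *CG3492* in *CHES-1-like* overexpression, with *tomboy20* also higher in *CHES-1-like* loss-of-function. The other genes with the largest falls were *CG12692*, *CG32238*, *CG13164* and *CG32651* in *CHES-1-like* loss-of-function, *CG33337*, *CG14608*, *CG13164* and *CG32651* in double loss-of-function, *CG7311*, *CG30222*, *CG15109*, *Cyp4p2* and *CG8343* in *jumu* overexpression, and *CG33296*, *Jon25Bi*, *CG13793*, *CR43495* and *CG33710* in *CHES-1-like* overexpression.

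Every comparison uses the same 4 wild-type samples, and wild-type samples that differ from all other genotypes could give shared changes. The 1167 genes lower in *jumu* loss-of-function had a score that was also lower in *jumu* overexpression, with a difference of −0.56 on the log2 scale (two-sided exact permutation test, n = 4 each, p = 0.0286; lower in 4 of 4 samples). The 1202 genes higher in *jumu* loss-of-function had a score that was also higher in *jumu* overexpression. Its difference lay between 0.36 and 0.48 over its alternatives (two-sided exact permutation test, p = 0.0286 in each alternative tested). Both are what such wild-type samples would give, and sharing them pushes both comparisons the same way by itself. For the lower genes, the list was also called against one pair of wild-type samples and scored against the other pair. The difference was then −0.45 or −0.53, so a difference remained when no wild-type sample was shared. A difference between the wild-type stock and the other stocks was not excluded by this, and the shared changes cannot be told apart from it.

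The effect of *jumu* loss differed with and without *CHES-1-like* for 1496 genes past the relaxed criteria in the interaction test (734 higher, 762 lower). In 100 relabellings of the 16 samples, the true one included, 5 gave as many genes, with a maximum of 2466. Relabelling mixes the effects of the single losses into the interaction, which raises the numbers from relabelled samples, so this count does not settle whether chance gives as many genes. In simulated data the fit called 206 genes, of which 6 had no interaction. With library totals, 9755 genes passed (9585 higher, 170 lower), and the median log2 interaction of all genes moved from 0.035 to 1.08, so that number reflects a shift of all genes.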

How the results depend on the processing

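The alternatives were set before the data were examined, except for the scaling by totals of protein-coding genes and by totals without ribosomal RNA genes, which were chosen after seeing the data. For 23 results, 388 alternatives were run, and 374 did not count as a change. A number of genes counted as changed only if it moved by more than 1.5-fold, whatever the balance of higher and lower genes. A score without a test counted as changed if it moved by at least the pooled SD between replicates. Only the other results were judged by their direction and their side of the threshold. The 14 that changed (4 moved, 3 reversed and 7 weaker) fell in 8 results. The alternatives set in advance for each result were run; for the share on arm 3R these did not include other tests or scalings, and the genes inside the deficiency, whose limits the paper does not give, were replaced by the genes near *jumu*. edgeR's exact test was not set for the interaction, which it cannot fit.

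Library totals in place of TMM factors changed most. They moved the median log2 fold change of all genes to −0.18 in *jumu* loss-of-function, −0.56 in *CHES-1-like* loss-of-function, 0.34 in double loss-of-function and 1.08 in the interaction, and by less than 0.1 in both overexpression genotypes. In *jumu* loss-of-function the lower genes made up 68.7% of those past the relaxed criteria with library totals and 49.3% with TMM, and 59.1% against 47.3% past the stringent criteria (583 higher, 841 lower). With library totals, 6535 genes passed in *CHES-1-like* loss-of-function (266 higher, 6269 lower) against 1887, 9755 in the interaction (9585 higher, 170 lower) against 1496, and 4504 in double loss-of-function (3679 higher, 825 lower) against 3024. The *fz* log2 fold change in double loss-of-function reversed to 0.052 (adjusted p = 0.679 with edgeR; range over its alternatives 0.00206 to 0.679), the myofibril score in *jumu* loss-of-function to −0.16 (two-sided exact permutation p = 0.0286, against 0.021 and p = 0.714) and the neural score to −0.0058 (two-sided exact permutation p = 0.886, against 0.17 and p = 0.0286). Relative to the median of all genes, the medians with library totals were 0.014 for the myofibril list and 0.16 for the neural list, so the shift of all genes accounts for these reversals of the scores. For *fz*, the change from −0.26 to 0.052 is about as large as that of the median of all genes in double loss-of-function, from 0.016 to 0.34. With totals of protein-coding genes, 844 genes passed the stringent criteria in *jumu* loss-of-function (418 higher, 426 lower) against 1324; the cause was not tested.

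Other choices also changed the neural score and 2 more results. The neural score was 0.10 with the lowest genes left out of the list (two-sided exact permutation p = 0.0857). The score of *jumu*-activated genes in *jumu* overexpression was −0.23 with the lowest genes left out of the list, against −0.56. It was −0.45 when the list was called against wild-type replicates 1 and 2 and scored against replicates 3 and 4, which did not count as a change. Genes past the relaxed criteria were rarer on arm 3R than elsewhere (odds ratio 0.880, two-sided Fisher's exact test p = 0.0210), and past the stringent criteria the odds ratio was 0.926 (p = 0.285). The cause was not tested for these.

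With each sample left out in turn, 1268 to 1353 genes passed the stringent criteria and 2237 to 2395 the relaxed criteria in *jumu* loss-of-function. The *fz* log2 fold change lay between −0.33 and −0.23, with 1 of 8 fits no longer past the threshold (adjusted p = 0.103 with edgeR), and the odds ratio on arm 3R between 0.864 and 0.938, with 4 of 8 fits no longer past it. The log2 fold changes lay between −3.32 and −3.13 for *Rx*, −2.05 and −1.97 for *jumu*, −0.19 and −0.16 for *polo*, and 0.35 and 0.40 for *htl* in double loss-of-function. Of the 21 genes of Table 1, 20 to 21 passed the relaxed criteria, of the cell division cluster genes 86 to 91, and of the extracellular matrix genes 9 to 11.

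Same-numbered samples of 2 genotypes deviated together only weakly, with a mean correlation across genes of 0.060 for *jumu* loss-of-function, 0.082 for *CHES-1-like* loss-of-function, −0.027 for double loss-of-function, 0.042 for *jumu* overexpression and 0.045 for *CHES-1-like* overexpression. With the replicate number as a replicate block, 1303 genes passed the stringent and 2364 the relaxed criteria in *jumu* loss-of-function, against 1324 and 2369 without it. Of the paper's genes, 20 of the 21, 89 of the cell division clusters and 9 of the extracellular matrix list passed. The numbers were 1931 genes in *CHES-1-like* loss-of-function, 2749 in double loss-of-function, 1915 in *jumu* overexpression, 4011 in *CHES-1-like* overexpression and 1441 in the interaction. The log2 fold changes were −3.19 for *Rx*, −2.02 for *jumu*, −0.18 for *polo*, 0.37 for *htl* and −0.26 for *fz* (adjusted p = 0.0887 with edgeR), 9 of the 21 genes passed in *jumu* overexpression, and the odds ratio on arm 3R was 0.889. Without the block, 9 of the 21 genes also passed in *jumu* overexpression, 2 of them lower, *Rx* included, and 7 higher. The block leaves the differences of the scores as they are by construction.

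In the 8 divisions of the samples parting all 4 same-numbered pairs, the true one alone gave as large a result (1 of 8, a share of 0.125, the lowest possible, so that these divisions cannot settle the question) for the stringent and relaxed numbers of genes in *jumu* loss-of-function, the 21 genes, the cell division and extracellular matrix genes, the 21 genes in *jumu* overexpression, and the log2 fold changes of *jumu*, *Rx* and *polo* in *jumu* loss-of-function and of *htl* and *fz* in double loss-of-function. The largest size among the other divisions of this kind was 1.39 for *Rx*, 0.95 for *jumu*, 0.11 for *polo*, 0.20 for *htl* and 0.21 for *fz*. None of the 27 divisions that keep same-numbered samples together gave as large a result either, so the true division was the only such 1 of all 35. The same held for the share on arm 3R, but no gene passed in any other division, so that share could not have come out otherwise. Depth limits the genes of low expression: *αTub67C*, *Timp* and *Muc18B* had means under 1 CPM in both groups.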

Differences from the paper's values

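For 5 of the 21 genes of Table 1, the log2 fold change differed from the paper's by more than the spread between replicates. For *barr* it was −0.91 against the paper's −0.87, and for *scra* −0.94 against the paper's −1.04; none of the alternatives set before the data were examined brought either difference within that spread. For *pim* it was −1.43 against the paper's −1.29. The difference came within the spread between replicates, though it remained, without wild-type replicate 1 (−1.37), without *jumu* loss-of-function replicate 3 (−1.40) and without *jumu* loss-of-function replicate 4 (−1.41), and with no other alternative set before the data were examined. For *SMC2* it was −1.02 against the paper's −1.10, and it came within that spread only without wild-type replicate 2 (−1.04). For *sti* it was −1.25 against the paper's −1.29, and it came within that spread only with all 24 samples in 1 fit (−1.27).

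The paper lists *αTub67C* among its activated genes. Here its log2 fold change was −0.59 against the paper's −0.95, and its FDR was 0.245 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed the relaxed criteria with library totals (−0.77, FDR = 0.0590 by edgeR) and without *jumu* loss-of-function replicate 4 (−1.03, FDR = 0.0512 by edgeR), and the FDR ranged from 0.0512 to 0.568 over its alternatives. The change was smaller without *jumu* loss-of-function replicate 1 (−0.31) or 3 (−0.46) and without wild-type replicate 1 (−0.44).

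The paper counts *polo* among the genes that *jumu* activates. The paper's text prints no expression value for *polo* and refers to earlier work on the activity of this kinase. No value of the paper is therefore compared for this gene. In the sorted mesodermal cells, the log2 fold change of *polo* was −0.18, lower in *jumu* loss-of-function but short of the relaxed fold change. It lay between −0.36 and −0.16 over all the alternatives.

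Of the genes in the paper's cell division clusters, 9 did not pass the relaxed criteria as lower. Besides *αTub67C* these were *nod* (log2 fold change −0.50), *Kebab*, *CG14763*, *Rcd6*, *CG13251*, *CG30398*, *Cby* and *sls*. Library totals called *nod*, *Kebab*, *CG14763*, *Rcd6*, *CG30398* and *sls*. DESeq2, RLE factors, the replicate block, the fit of all 24 samples and the fits without wild-type replicate 1 or 2 or *jumu* loss-of-function replicate 2 or 4 also called *nod*. The exact test, filterByExpr, the replicate block and the fits without wild-type replicate 1 or 3 or *jumu* loss-of-function replicate 3 called *Rcd6*, and that last fit also called *CG14763* and *Cby*. No setting called *CG13251*, nor *Wnt6*, which the paper lists as repressed. Of the paper's 1246 activated and 1250 repressed genes, 971 and 1012 were called here; over the alternatives the numbers called lay between 884 (without wild-type replicate 1) and 1158 (library totals) and between 823 (library totals) and 1053 (the exact test).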

Other observations

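In this part, the tests of the remaining *jumu* counts, of the genes beside *jumu*, of the column totals, of the genes with log2 fold changes beyond 5 and of the cell division genes in the overexpression genotypes were chosen only after the result was seen, and the rules for reading the neural score, the other runs of higher genes and the transgene test were written after their values were seen.

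If the *jumu* loss-of-function samples held more cells of another tissue, genes of neurons would be higher in them. The neural score was 0.17 higher (two-sided exact permutation test, n = 4 each, p = 0.0286, adjusted p = 0.0476 over 20 comparisons of scores; higher in 4 of 4 samples), which is what such cells would give. With the lowest genes left out of the list it was 0.10 (two-sided exact permutation test, n = 4 each, p = 0.0857), so it cannot be told whether such cells contribute. If the embryos were older, genes of the myofibril would be higher. That score differed by 0.021 (two-sided exact permutation test, n = 4 each, p = 0.714) and by −0.16 with library totals, so the list did not rise as a set. Its 20 genes went both ways (11 higher, 9 lower, log2 fold changes from −0.54 to 0.56), so a smaller difference in age is not excluded. The G2/M score fell by 0.50 in *jumu* loss-of-function (two-sided exact permutation test, n = 4 each, p = 0.0286, adjusted p = 0.0476) and the S-phase score fell by 0.090 (two-sided exact permutation test, n = 4 each, p = 0.0286, adjusted p = 0.0476), each in 4 of 4 samples. With library totals the differences were −0.68 for G2/M and −0.27 for S-phase. Of the 34 G2/M genes, 30 were lower and 4 higher, and of the 31 S-phase genes, 20 were lower and 11 higher.

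The ribosomal RNA genes take a different share of the counts in the 2 groups, which might be why library totals turn more genes lower. With these genes left out of the totals, 64.6% of the genes past the relaxed criteria were lower, against 68.7% with all totals and 49.3% with TMM, so they do not account for it. With totals of protein-coding genes, chosen after seeing the data, 55.9% were lower. The mean total count of the 8 samples of the paper, 49544063, exceeds the 28200000 reads that the paper states; ribosomal RNA genes whose copies each count a read could add to it, but without them the mean was still 38178035, so they are not the whole of it. No other source of the difference was tested.

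Some *jumu* counts remain in *jumu* loss-of-function, at 24.4% ± 1.58 (SD, n = 4) of the wild-type level over the factors of all 24 samples, and at 17.9% ± 1.53 (SD, n = 4) in double loss-of-function. If cells that keep *jumu* were in the sorted samples, *Rfx*, the next gene, would keep as large a share. It kept less than *jumu* in 8 of 8 samples, with means of 10.2% and 4.21%, so such cells alone do not account for the remaining counts, unless *Rfx* differs in those cells. The source of the remaining counts was not found.

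The 7 genes from *CG6293* to *CG31406* are higher in *jumu* loss-of-function and in double loss-of-function, where *Bruce* rose to 2063 CPM from 331 CPM in wild-type. They are not higher past the relaxed criteria in *CHES-1-like* loss-of-function. If a response to the loss of *jumu* wherever a gene lies were the cause, such runs would occur elsewhere too, and 6 other runs of at least as many higher genes do (between *LysX* and *CG33965* on 3L and between *w* and *CG3598* on X, 11 genes each, and 4 further runs of 7 to 9). Those runs could have local causes of their own, and the count leaves out how large the changes are, so it cannot be told whether such a response is the cause. Repression by *jumu* that more *jumu* would deepen is not borne out, since the mean log2 fold change of the 6 genes from *Bruce* to *CG31406* in *jumu* overexpression was 0.31. *CG6293*, whose counts are uncertain, was not in this mean, and its log2 fold change there was −0.60. A change caused by the chromosome that carries the deficiency was not tested apart from these.

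A strain difference is a candidate explanation for genes with log2 fold changes beyond 5, of which there are 178 (102 higher, 76 lower). The double loss-of-function genotype carries another X chromosome, so X-linked strain variants would be kept there less often than autosomal ones. Of the X-linked genes beyond 5, 36.7% of 30 changed the same way beyond 5 in double loss-of-function, against 65.5% of 148 autosomal genes (two-sided Fisher's exact test, p = 0.0041), which fits this explanation. Over all genes past the relaxed criteria, 57.3% of 379 X-linked and 67.4% of 1946 autosomal genes passed the same way (two-sided Fisher's exact test, p = 1.9e-04). The difference lay in the higher genes (46.7% against 66.4%, two-sided Fisher's exact test, p = 3.1e-07) and not in the lower genes (68.9% against 68.3%, two-sided Fisher's exact test, p = 0.93), and 7 such subsets were compared; whether the higher and lower genes differ in this was not tested. In *CHES-1-like* loss-of-function, 35.6% of the X-linked and 22.1% of the autosomal genes passed the same way (two-sided Fisher's exact test, p = 6.8e-08); variants linked to the chromosomes of the *jumu* loss-of-function stock do not account for that difference, since by its labels this genotype carries neither that X chromosome nor the deficiency chromosome, and its cause was not tested. For the cell division cluster genes the shares were 70.0% of 10 and 88.5% of 78 (two-sided Fisher's exact test, p = 0.13). Differences between stocks are not excluded by these comparisons.

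The cell division cluster genes were lower in double loss-of-function (83 of 97 past the relaxed criteria, 43 with library totals) but mostly not in *jumu* overexpression, where 11 were lower and 25 higher and their median log2 fold change was 0.25 (0.30 with library totals). The other genes lower in *jumu* loss-of-function had a median of −0.52 in *jumu* overexpression (432 of 1079 lower), against 10 of 88 for the cluster genes (two-sided Fisher's exact test, p = 1.7e-08). Wild-type samples that differ from all other genotypes would give the cluster genes the same sign in both, so the value of 0.25 goes against that explanation for these genes. In *CHES-1-like* loss-of-function their median was 0.025 with TMM factors and −0.52 with library totals. The differences of the G2/M score from wild-type were 0.33 in *jumu* overexpression and −0.60 in *CHES-1-like* overexpression (0.33 and −0.68 with library totals; two-sided exact permutation tests, n = 4 each, p = 0.0286, adjusted p = 0.0476).

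In *CHES-1-like* overexpression, 60 of the 97 cell division cluster genes (61 with library totals) and 19 of the 21 genes of Table 1 were lower past the relaxed criteria. Expression of a UAS transgene whatever it is would lower them in *jumu* overexpression too, where 11 of the 97 were lower. These genes fall when *jumu* is lost, so more *jumu* could offset such an effect on them, and the pattern cannot be told apart from it. A candidate explanation is older embryos in the *CHES-1-like* overexpression samples, since the myofibril score was 0.33 higher there (two-sided exact permutation test, n = 4 each, p = 0.0286, adjusted p = 0.0476; higher in 4 of 4 samples). The sample descriptions let both overexpression genotypes begin later in the range of stages than wild-type, while the age given is the same, and the myofibril score differed from wild-type by −0.14 in *jumu* overexpression (two-sided exact permutation test, n = 4 each, p = 0.114, adjusted p = 0.176). Older embryos cannot be told apart from an effect of *CHES-1-like* on the same genes. Whether the effects of the overexpressions differ was not tested.

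The paper's introduction describes *htl* and *fz* as activated by both Fox genes. In double loss-of-function the log2 fold change of *htl* was 0.37 (FDR = 0.00281 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 4 of 4 samples) and that of *fz* −0.26 (FDR = 0.0329 by the same edgeR test; lower in 4 of 4 samples). In these sorted mesodermal cells *htl* was thus not lower, at 90.3 CPM in wild-type and 117 CPM in double loss-of-function. Across genes, which are not independent replicates, the log2 fold changes of *jumu* loss-of-function correlated with those of double loss-of-function (Spearman's rank correlation 0.67). The rank correlation was lower with *CHES-1-like* loss-of-function (0.23), *jumu* overexpression (0.33) and *CHES-1-like* overexpression (0.25). All these comparisons use the same 4 wild-type samples, which by itself gives a positive correlation. No value without shared samples was computed, so these correlations do not show how far the genotypes share changes.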
